# Integrated transcriptomics and metabolomics analysis to characterize cold stress responses in *Nicotiana tabacum*

**DOI:** 10.1186/s12864-017-3871-7

**Published:** 2017-06-29

**Authors:** Jingjing Jin, Hui Zhang, Jianfeng Zhang, Pingping Liu, Xia Chen, Zefeng Li, Yalong Xu, Peng Lu, Peijian Cao

**Keywords:** Transcriptome, Metabolome, Tobacco, Cold stress

## Abstract

**Background:**

CB-1 and K326 are closely related tobacco cultivars; however, their cold tolerance capacities are different. K326 is much more cold tolerant than CB-1.

**Results:**

We studied the transcriptomes and metabolomes of CB-1 and K326 leaf samples treated with cold stress. Totally, we have identified 14,590 differentially expressed genes (DEGs) in CB-1 and 14,605 DEGs in K326; there was also 200 differentially expressed metabolites in CB-1 and 194 in K326. Moreover, there were many overlapping genes (around 50%) that were cold-responsive in both plant cultivars, although there were also many differences in the cold responsive genes between the two cultivars. Importantly, for most of the overlapping cold responsive genes, the extent of the changes in expression were typically much more pronounced in K326 than in CB-1, which may help explain the superior cold tolerance of K326. Similar results were found in the metabolome analysis, particularly with the analysis of primary metabolites, including amino acids, organic acids, and sugars. The large number of specific responsive genes and metabolites highlight the complex regulatory mechanisms associated with cold stress in tobacco. In addition, our work implies that the energy metabolism and hormones may function distinctly between CB-1 and K326.

**Conclusions:**

Differences in gene expression and metabolite levels following cold stress treatment seem likely to have contributed to the observed difference in the cold tolerance phenotype of these two tobacco cultivars.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3871-7) contains supplementary material, which is available to authorized users.

## Background

Low temperature is one of the key environmental stresses that many plants have to cope with during their life cycle [1–3]. It can influence growth and development, as well as the yield, quality, and geographic distribution of crop plants. Cold stress can be classified as either chilling stress (0–15 °C) or freezing stress (<0 °C) [1, 4]. Generally, plants from temperate regions have the ability to cold acclimate, that is, to develop increased freezing tolerance after being exposed to low, nonfreezing temperatures [4]. However, many important crops, such as rice, maize, soybean, cotton, tomato, and tobacco, which originated in the tropics or subtopics, lack a cold acclimation mechanism and are thus sensitive to cold stress [5]. Conventional cross-breeding has used the cold-tolerant varieties as the main source to increase the cold tolerance of less tolerant cultivars [6]. However, the current lack of information about the detailed molecular mechanisms of cold stress biology limits the potential improvement of major crops [5].

Following the rapid progress in DNA microarray and sequencing technologies, whole transcriptome analysis is now being used frequently for transcriptome profiling [7–11]. Many studies investigating plant responses to cold stress have been reported [12–17]. Numerous cold-responsive genes have been identified from different species, including *Arabidopsis thaliana* [2, 18], *Oryza sativa* [19–22], *Zea mays* [23, 24], *Prunus persica* [25, 26], and many other species [13, 27–30]. At present, the best-understood genetics network associated with a role in cold acclimation is the Arabidopsis CBF cold response pathway [31]. Exposing Arabidopsis plants to low temperature results in rapid induction of a small family of genes that encode transcriptional activators known as C-repeat/dehydration responsive element (*DREB*)-binding factors (e.g. CBF1, −2, −3, −4, −6 or DREB1b, −c) [31]. These genes encode transcription factors that belong to the AP2/ERF domain family of DNA-binding proteins [32]. Furthermore, cold transcriptome analysis has shown that other cold regulatory gene networks also contribute to freezing stress tolerance and cold acclimation [33, 34]. Cold stress signaling integrates with various other signaling pathways to coordinate stress responses with plant growth and development. Cold can affect the expression of genes involved in gibberellin (*GA*) signaling [35]. Regulation of auxin homeostasis is known to be involved in cold stress responses. Several key components of the cytokinin signaling are also known to play roles in cold signaling. In addition to phytohormones, both the circadian clock and the physiological changes associated with the developmental transition to flowering are known to interact with cold signaling [2]. Despite these insights, many cold acclimation traits still cannot be explained based only on the differential expression change of single or multiple genes. Hence, much remains to be elucidated in the complicated gene network and in its interactions with various biomolecules including metabolites.

In addition to their complex gene regulatory networks, plants have multiple highly-regulated metabolic networks that can play important roles in their growth under cold treatment [34]. It is well established that cold treatment elicits the expression and/or activity of many biochemical pathways. Fox example, sugars and amino acids are widely accepted as related to cold response, as they are not only vital for the synthesis of functional proteins but also serve as precursors for a large array of metabolites with multiple functions in plant responses to cold treatment [31]. There have been only a limited number of metabolite studies conducted that seek to uncover the potential links between gene and metabolite networks during cold treatment.

Recent technical advances in genome sequencing, gene expression profiling, and metabolomics have made it possible to dissect the complex processes involved in plant responses to cold treatment [7, 8, 19, 33, 36, 37]. Using an integrated gene/metabolite approach, Hirai et al. and Monika et al. were able to identify new genes involved in glucosinolate metabolism in response to sulfur depletion [7, 38], and Tohge et al. (2005) identified novel flavonoid biosynthesis pathways in transgenic Arabidopsis plants overexpressing a MYB transcription factor [8]. Moreover, Kaplan et al. (2007) revealed sequential changes in both gene expression and metabolite profiles throughout the course of the cold acclimation process [37]. Thus, research using multiple-omics tools can potentially lead to the identification of useful genes that could help to improve yields in plants that must cope with cold environments.

Tobacco (*Nicotiana tabacum*) is native to tropical and subtropical America, but it is now commercially cultivated worldwide. Moreover, it is sensitive to cold [18, 29]. Hence, the molecular mechanism of cold response has been of great concern in the production of this crop. Jin et al. tried to use proteomics to identify the important proteins which may be related to cold response in tobacco [39]. However, owing to the proteomic technique, only 101 proteins were found in their studies. Several works tried to increase the cold tolerance of tobacco using genes from other plants [18, 40]. However, the candidates were still very limited.

Here, our objectives were to explore, on a large scale, the changes that occur in the transcriptome and the metabolome of tobacco in response to low temperature. Moreover, we sought to reveal potential links between cold response genes and metabolites. The experiments that comprised this study included a comparison of the transcriptome and metabolite profiles of two tobacco ecotypes, CB-1 and K326; CB-1 was found to be more sensitive to low temperature than K326. Taken together, our results indicate that cold acclimation is associated with extensive changes in both the transcriptome and metabolome. In general, both the common cold-response genes and the common cold-responsive metabolites between CB-1 and K326 had a greater degree of change in K326 than in CB-1. The specific differentially accumulated transcripts/metabolites and different trends of secondary metabolites in K326 and CB-1 suggest that several cold responsive pathways exist in tobacco. In addition, energy metabolism may be different, and hormones appear to have distinct roles in CB-1 vs. K326.

## Methods

### Plant materials and cold treatments

The *Nicotiana tabacum* ecotypes K326 and CB-1 were used in this study. For the RNA-seq experiments, seeds were first germinated and cultivated in plastic pots under typical conditions until the plants grew to the six-leaf stage. Control plants were then grown in a growth chamber under normal conditions (28 °C with 16 h light and 24 °C with 8 h dark). For cold treatments, plants were transferred to 4 °C for one day with afore mentioned photoperiod; the one day treatment duration was chosen because the cold marker gene *ICE1* was found in a pilot study to reach a maximum of expression after one day of such treatment (Additional file 1: Figure S1). Samples were harvested one day after the start of cold treatment (light period). The top two leaves of each plant were sampled. All leaf samples were immediately frozen in liquid nitrogen and stored at −80 °C. Each sample consisted of leaves from six plants grown in the same condition.

### RNA isolation and library preparation for transcriptomics analysis

Total RNA was isolated using TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Poly (A) + mRNA was purified with oligo (dT) beads, and then the mRNA was randomly segmented into small fragments by divalent cations in fragmentation buffer (Illumina) at 94 °C for 5 min. These short fragments were used as templates to synthesize first-strand cDNA using random hexamer primers. Second-strand cDNA was synthesized using RNaseH and DNA polymerase I. Short cDNA fragments were purified with a QiaQuick PCR extraction kit (Qiagen). The cDNA fragments were then connected with sequencing adapters according to an Illumina protocol. After agarose gel electrophoresis, the target fragments of 300–500 bp were selected for PCR amplification to create the final cDNA library.

### Sequencing, assembly, and functional annotation

The RNA libraries were prepared using the TruSeq RNA Sample Preparation Kit v2, set A (RS-122-2001, Illumina) according to the product instructions [9–11]. All experiments were repeated two times. The quality and size of the cDNA libraries for sequencing were checked using the Agilent 2200 TapeStation system (Agilent). The libraries were run on single lanes for 100 cycles (paired-end) on HiseqTM 2000 (illumine Inc.), individually. Raw reads were analyzed by FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) for quality, and high-quality reads with Q > 20 were obtained using *NGSToolkits* (version: 2.3.3) [41]. The Trinity method was used for de novo assembly of the high-quality reads to generate unigenes [42]. Functions of the unigenes were annotated based on sequence similarities to sequences in the public UniProt database [43]. T-test was used for the statistics analysis.

### DNA preparation and qRT-PCR

For cDNA preparation, approximately 1 μg of total RNA from each sample was used to synthesize first-strand cDNA in a 20 μl reaction solution using a Transcriptor First-Strand cDNA Synthesis Kit (Roche). The transcript levels for transcripts related to cold response were detected using quantitative real-time PCR (qRT-PCR) [9, 10]. The qRT-PCR amplification reactions were performed using a LightCycler ® 96 Real-Time PCR System (Roche). The reactions were conducted in a final volume of 20 μl containing 10 μl of SYBR Green premix (2X) (Roche). The PCR thermocycling program consisted of an initial incubation at 95 °C for 10 min, followed by 40 cycles of 95 °C for 10s, 58 °C for 20s, and 72 °C for 20s, and an additional final cycle for analysis of dissociation curves to ensure specific amplification. Relative quantification of the transcription level for each target gene was normalized to the signal for transcripts of the constitutively expressed tobacco *26S* gene. T-test was used for statistic significant analysis. The gene specific primers used for qRT-PCR are listed in Additional file 1: Table S1.

### GC-MS sample preparation

The freeze-dried tissue were ground to a uniform powder, filter using a 40-mesh sieve, and stored at -80 °C until the metabolic study. The tissue powder(20 mg)was added to a 2 mL Eppendorf tube and soaked in 1.5 mL of an extraction solvent containing isopropanol/acetonitrile/water(3/3/2,*v*/v/v) with 15 μL (2 mg/mL) of tridecanoic acid as an internal standard. All extracts were sonicated for 1 h and centrifuged for 10 min (1,4000 rpm, 4 °C). Then the supernatant (1.3 mL) was removed to a new 1.5 mL centrifuge tube. After centrifugation at 1,5000 rpm for 10 min, 4 °C, 350 μL of supernatant was collected to a conical insert of a 2 mL glass vial and dried under nitrogen flow on an N-EVAP Nitrogen Evaporator. The silylationreation for increasing the volatility of the metabolites was performed by adding 100 μL of methyl-trimethyl-silyl-trifluoroacetamide(MSTFA) to the sample and incubating it for 60 min at 60 °C.

### GC/MS data analysis

Metabolomic analysis was performed on an Agilent 7683B series injector (Agilent, Santa Clara, CA) coupled to an Agilent 6890 N series gas chromatograph system and a 5975 mass selective detector (MSD) (Agilent, Santa Clara, CA). Aglient DB-5MS column (0.25 μm, 0.25 mm × 30 m, Agilent Technologies, Inc., Santa Clara, CA) was used. The column temperature was 70 °C for the first 4 min and then increased at 5 °C/min to 310 °C for 15 min.The injection temperature was set as 300 °C, and the injection volume was 1 μL with a 10:1 split ratio. Helium (99.9995%, China) was applied as a carrier gas. The column flow was 1.2 mL/min, and the column was equipped with a linear velocity control model. Prior to the instrumental analysis, the mass spectrometer was tuned using perfluorotributylamine (PFTBA) to obtain optimum performance. A simultaneous full scan-selected ion monitoring mode (Scan-SIM) was used to acquire the data. The mass spectra scanning scope was set to 33–600 m/z in the full scan mode and 90 chromatographic peaks of 25 groups were set in the selected ion monitoring. The scan speed is 2.59 scan s-1 and the solvent cut time is 5.0 min. The temperatures of the interface and the ion source were adjusted to 280 and 230 °C, respectively. The detector voltage was maintained at 1.2 kV, and the electron impact (EI) model was selected to achieve ionization of the metabolites at 70 eV.

### LC-MS sample preparation

The freeze-dried leaf tissues were ground to a uniform powder, filtered with a 40-mesh sieve, and stored at -80 °C. 2 mg tissue powder was added to a 2 mL Eppendorf tube to which was added 1.5 mL of an extraction solvent containing a 75% methanol with 10 μg/ml Umbelliferon as an internal standard. All extracts were sonicated for an hour and were centrifuged for 10 min (14,000 rpm, 4 °C). 1 ml of supernatant was collected for LC − MS analysis.

### LC-MS data analysis

LC − MS analysis was performed on an Agilent 1290 lipid chromatograph system and a 6540 6540 UHD Q-TOF equipped with an electrospray ionization source (Agilent, Santa Clara, CA). Aglient SB-C18 column (RRHD,1.8 μm, 2.1 × 100 mm, Agilent Technologies, Inc., Santa Clara, CA) was used. The samples were analyzed in positive ion mode. The gradient was as follows: 2 min, 30% B; 10 min, 85% B; 15 min, 90% B; 17 min, 100% B; 20 min, 100% B. Mobile phases A and B were 95% water: 5% acetonitrile with 0.1% formic acid and 5% water: 95% acetonitrile with 0.1% formic acid, respectively. The flow rate was 0.3 mL/min. 5 μL aliquots of sample were loaded for every individual analysis. The capillary voltage and spray shield were set to 3500 V. The sheath gas was set to 10 L/min at a temperature of 350 °C. The neb gas was set to 12 L/min at 350 °C. Spectra were acquired over the m/z 50–1200 range. The collision energy in the MS/MS mode was set to 20 V.

### Gene network construction and visualization

The interaction between genes was retrieved from several public protein-protein interaction (PPI) databases, including BioGrid [44], IntAct [45], BOND [46], DIP [47], MINT [48], HPRD [49], MIPS [50], and TAIR [51]. The interaction between genes and metabolites was calculated as Pearson-correlation coefficients, with a threshold value of 0.9 for inclusion in the network. Cytoscape [52] was used to visualize the final interaction network.

## Results

### Phenotypic and physiological responses to cold stress

The leaf tissues of CB-1 and K326 were chosen to study cold responses. The phenotype of CB-1 and K326 was checked after one day of cold treatment. From the phenotype shown in Fig. 1a, it is clear that K326 is much more cold-tolerant than CB-1, for which more plants survived the cold treatment. Totally, 10 out of 12 CB-1 samples were nearly dead, whereas around 2–3 out of 12 K326 samples were nearly dead (Fig. 1).

**Fig. 1:**
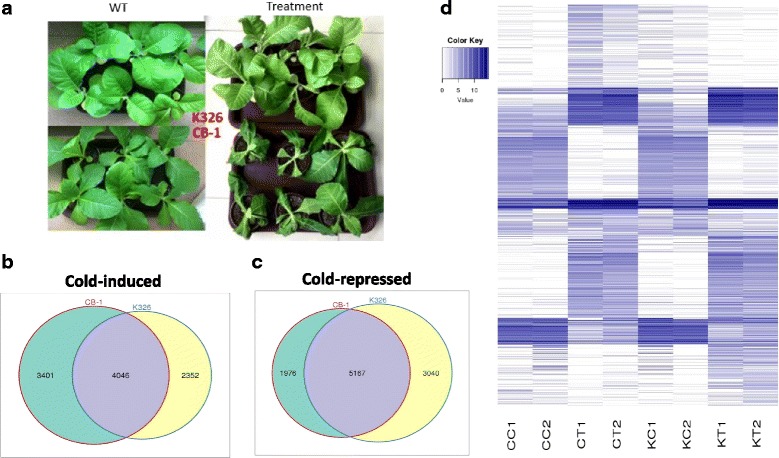
Overview of transcriptome analysis. **a** Phenotype for K326 and CB-1 under cold treatment. Left Panel: untreated plants; Right Panel: Plants after cold treatment. Up Panel: Wildtype and cold treated K326 plants; Down Panel: Wildtype and cold treated CB-1 plants. **b** Venn graph for CB-1 and K326 based on cold up-regulated (induced) genes. **c** Venn graph for CB-1 and K326 based on cold down-regulated (repressed) genes. **d** Heatmap of DEG expression in CC, CT, KC, and KT

### Transcriptome analysis for CB-1 and K326

We used RNA-seq to enable comparison of the transcriptomes of CB-1 and K326 in response to cold treatment. 

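Leaves of the tobacco cultivars CB-1 and K326 were sequenced in 4 groups, CB-1 control (CC), CB-1 cold (CT), K326 control (KC) and K326 cold (KT), with 2 libraries in each group. Control plants grew at 28 °C in the light and 24 °C in the dark, cold-treated plants were kept at 4 °C for 1 day, and leaves of 6 plants went into each sample. The high-quality reads that the paper gives numbered 85210840 in CC1 and 96792568 in CC2, and 52340970 in CT1 and 110687372 in CT2. For K326 they numbered 58117664 in KC1 and 102123252 in KC2, and 77877970 in KT1 and 81281390 in KT2. No reference genome was used: the authors assembled the reads of all libraries into unigenes with Trinity, mapped the reads onto the unigenes with bowtie and estimated the abundance of each unigene with RSEM. They deposited this abundance as log2(value + 1) for 135146 unigenes, without read counts, and the paper's text does not name the scaling behind the value. Because the table gives no counts, the depth behind each value is unknown.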

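Of all unigenes in the table, 40663 were listed at 0 in all 8 libraries, and each library had between 41878 (CC2) and 51331 (CT1) unigenes above 0. The table does not show whether an exact 0 is an absent transcript or a failed estimate. For a group at 0, each library's value is therefore given in place of a fold change. Over the 31884 unigenes with a value of at least 1 in at least 2 libraries, the median absolute difference between replicates was 0.21 in CC, 0.31 in CT, 0.24 in KC and 0.28 in KT on the log2 scale. Across these unigenes, which are not independent replicates, Pearson's correlation between libraries was highest for CC1 with KC2 (0.961) and for CC2 with KC1 (0.947), and lower for the replicates CC1 and CC2 (0.935) and KC1 and KC2 (0.913). The control libraries thus did not group by the cultivar on their labels, and every difference between the cultivars that involves them is one between libraries labelled CB-1 and K326.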

Around 100 million high quality reads of 90 base pairs (bp) were generated for each library. Table 1 shows an overview of the RNA-seq reads for the eight libraries; a total of 664,432,026 high-quality reads were obtained from all libraries. Using the Trinity method with default parameters [42], these high-quality reads were finally assembled into 135,148 unigenes with 230,735 isoforms. All unigenes were longer than 200 bp. The N50 of the final assembled transcripts was 1479 bp. For an overview of the assembly results refer to Additional file 2: Data Set 1.1. The unigenes were annotated by performing BLASTX searching against the UniProt database [43]. Among the 135,148 non-redundant unigenes, 23,246 had at least one hit via BLASTX [53] searching with an E-value <= 1e-3 and at least 30% sequence identity, highlighting that there are still many uncharacterized genes or tobacco specific genes. In order to calculate the expression level for the assembled transcripts, we first mapped reads onto assembled unigenes using bowtie [54]. RSEM (RNA-seq by Expectation-Maximization) [55] was used to estimate the abundance of assembled transcripts and to calculate the expression level.

**Table 1:** Summary of sequencing data quality

Sample	reads	HQ reads	Total bps	Total bps in HQ reads	Q20 (%)	N (%)	GC (%)
CT1	55,643,444	52,340,970	5,619,987,844	5,286,437,970	98.52	0.89	42.54
CT2	117,283,874	110,687,372	11,845,671,274	11,179,424,572	98.48	1.02	42.86
CC1	90,303,872	85,210,840	9,120,691,072	8,606,294,840	98.53	0.89	43.81
CC2	102,439,604	96,792,568	10,346,400,004	9,776,049,368	98.53	0.89	43.11
KT1	81,708,490	77,877,970	8,252,557,490	7,865,674,970	98.87	0.89	42.46
KT2	85,728,846	81,281,390	8,658,613,446	8,209,420,390	98.78	0.85	42.59
KC1	61,961,226	58,117,664	6,258,083,826	5,869,884,064	98.73	0.85	42.53
KC2	107,703,362	102,123,252	10,878,039,562	10,314,448,452	98.72	0.87	43.10
total	702,772,718	664,432,026	70,980,044,518	67,107,634,626	98.65	0.89	42.88

CC refers to the control group of the CB-1 sample; CT refers to the cold treatment group of the CB-1 samples; KC refers to the control group of the K326 samples; KT refers to the cold treatment group of the K326 samples; 1 and 2 refers to the two replicates

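Among 28 unigenes that the authors also measured by qPCR, all of which passed the filter on low values, 16 rose and 2 fell past the threshold in CB-1 after cold treatment, and 21 rose and 1 fell in K326 (limma with Benjamini-Hochberg adjustment over all unigenes tested, adjusted p under 0.05 and log2 fold change over 1 in size). Adjusted over the list alone, an adjusted p-value under 0.05 was reached by 20 unigenes in CB-1 and 24 in K326. A test without moderation of the variance moved the numbers past the threshold most, to 3 in CB-1 and 4 in K326. COR413 (c70842_g1) rose from 1.18 ± 0.04 to 4.61 ± 0.35 in CB-1 and from 0.97 ± 0.26 to 4.09 ± 0.20 in K326 (log2 values, mean ± SD, n = 2). Its log2 fold changes were 3.43 (standard error 0.24, adjusted p = 0.000462) and 3.13 (standard error 0.24, adjusted p = 0.000567), both from limma with Benjamini-Hochberg adjustment. SIZ1 (c86950_g3) had a log2 fold change of 2.79 in CB-1 (standard error 0.56, adjusted p = 0.0106 from limma with Benjamini-Hochberg adjustment) and of 2.85 in K326 (standard error 0.56, adjusted p = 0.00924).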

To verify the RNA-seq data, 28 genes were chosen for qPCR validation, including *DREBs*, *CORs*, and *SIZ1*, which have already been reported to be related to cold responses. 

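For DREB1D (c79563_g1) the replicates of CT and of KC differed more than the group means. Its log2 values were 4.84 in CC1 and 4.17 in CC2, 0 in CT1 and 4.39 in CT2, 6.52 in KC1 and 0 in KC2, and 4.79 in KT1 and 6.47 in KT2. The log2 fold change was −2.31 in CB-1 (standard error 2.31, adjusted p = 0.449) and 2.37 in K326 (standard error 2.31, adjusted p = 0.429; limma with Benjamini-Hochberg adjustment), so no change was detectable against this spread. Without CT1 the change in CB-1 was −0.11, and without KC2 the change in K326 was −0.89. NFYB7 (c70415_g4) had log2 values of 4.47 in CC1 and 4.50 in KC2 and was listed at 0 in CC2 and KC1. In the cold it had values of 4.98 and 5.09 in CT1 and CT2 and was listed at 0 in KT1 and KT2. Its adjusted p-values were 0.262 in CB-1 and 0.349 in K326 (limma with Benjamini-Hochberg adjustment). With CC2 and KC2 exchanged between the cultivars, the adjusted p-value in CB-1 was 0.0188, at a log2 fold change of 0.55 that is not past the threshold, and ranged from 0.0188 to 0.466 over the alternative ways of processing the data.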

The results of the RNA-seq and qPCR analyses were similar (Fig. 2), showing the same general expression trends (more than 90% correlation), such as DREB (c79563_g1).

**Fig. 2:**
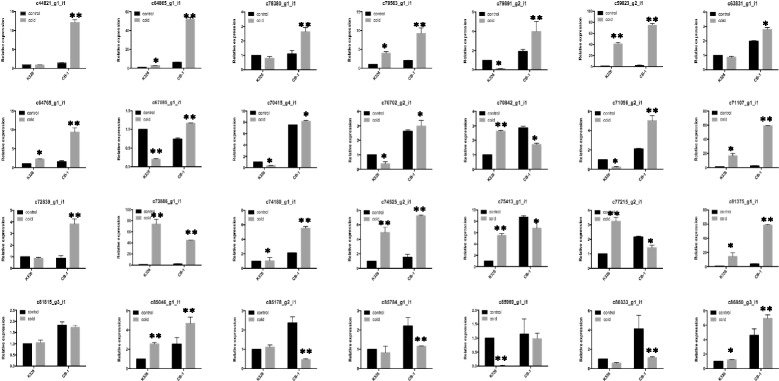
qRT-PCR analyses of unigenes. c44821_g1: MYB; c64865_g1: CRF6; c78380_g1: WRKY33; c79563_g1: DREB1D; c79891_g2: ERF109; c59823_g2: unknown; c63831_g1: ELF4; c64765_g1: DREB1F; c67085_g1: ARR6; c70415_g4: NFYB7; c70702_g2: DREB1B; c70842_g1: COR413; c71056_g1: DREB2H; c71107_g1: BHLH92; c72839_g1: ARR4; c73886_g1: DREB2A; c74180_g1: GAI; c74525_g2: ABR1; c75413_g1: RAV1; c77215_g2: unknown; c81375_g1: ERF053; c81815_g3: ARR14; c85046_g1: CMTA3; c85178_g2: AHK3; c85784_g1: HOS1; c85969_g1: AHK4; c86033_g1: ARR1; c86950_g3: SIZ1. ** means *p*-value < 0.01 between treatment and control; * means *p*-value < 0.05 between treatment and control

### Identification of differentially expressed genes under cold stress

Differentially expressed genes (DEGs) among samples were defined using fold change values by the expression of assembled transcripts. We defined DEGs with |log2(fold change) > 1| and corrected *p*-value < 0.05. 

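Each unigene that passed the filter was tested with limma in one fit of the 4 group means, with the variance moderated along the mean and the p-values adjusted by the Benjamini-Hochberg method, and was called a DEG at an absolute log2 fold change over 1 and an adjusted p-value under 0.05. The paper's methods name a test of single unigenes without moderation, which was run as an alternative. With 2 libraries against 2, an exact permutation test of a single unigene cannot give a p-value under 0.333, so the calls rest on the spread that limma shares between unigenes. In simulated tables of 31884 unigenes, 74 of 200 unigenes changed by 2 log2 units were recovered (37.0%) with 4 false calls. Where 9565 unigenes changed, by sizes that also reached above 2 log2 units, 8683 (90.8%) were recovered with 228 false calls. These rates therefore differ by the size of the change as well as by the number of unigenes changed. Fold changes are differences of log2(value + 1), which understates the change of unigenes with low values.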

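Of the unigenes tested, 4927 rose and 5550 fell past the threshold in CB-1, 10477 in all or 32.9% (limma with Benjamini-Hochberg adjustment). In each of them both cold libraries lay on one side of both control libraries, an arrangement that chance gives to 33.3% of unigenes and that 22964 of those tested showed. The count moved most under the unmoderated test, to 1854. Over all unigenes tested the median log2 change was −0.20, and DEGs that rose made up 47.0% of the calls. With each library scaled by its median ratio the median change was 0.00 and that share was 57.9%. Among DEGs whose libraries did not overlap, c14053_g1 rose from 1.02 ± 0.85 to 11.14 ± 0.22 (SD, n = 2), a log2 fold change of 10.12 (standard error 1.01, adjusted p = 0.00122 from limma with Benjamini-Hochberg adjustment). The unigene c72244_g1 was listed at 0 in both control libraries and at 8.83 and 8.33 in CT1 and CT2. In the other direction, c56999_g1 fell by 5.90 and c84413_g1 fell by 5.53 on the log2 scale (standard errors 0.44 and 0.30).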

In total, we identified 7447 up-regulated DEGs between the control and cold-treated CB-1 samples, with 7143 down-regulated DEGs. 

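In K326, 4688 unigenes rose and 6229 fell past the threshold, 10917 in all or 34.2% of those tested (limma with Benjamini-Hochberg adjustment), and 23357 unigenes had cold and control libraries that did not overlap. The median log2 change of all unigenes tested was −0.31, and 42.9% of the DEGs rose; with median-ratio scaling the median change was 0.00 and 57.9% of the DEGs rose. The unigene c14053_g1 rose from 2.65 ± 2.30 to 11.54 ± 0.35 (SD, n = 2), a log2 fold change of 8.89 (standard error 1.01, adjusted p = 0.00168 from limma with Benjamini-Hochberg adjustment). The unigene c68897_g1 was listed at 0 in KC1 and KC2 and at 9.45 and 9.21 in KT1 and KT2. Of the unigenes that fell, c56999_g1 had a log2 fold change of −6.05 (standard error 0.44), and c84413_g1 had values of 5.03 in KC1 and 5.65 in KC2 and was listed at 0 in KT1 and KT2.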

For K326, there were 6398 up-regulated DEGs, with 8207 down-regulated DEGs (Fig. 1b, c). Gene expression profiles in CB-1 and K326 changed under cold stress to differing degrees; however, there were some overlapping DEGs that were regulated by cold stress in both tobacco cultivars, with 41.3% for up-regulated DEGs and 50.7% for down-regulated DEGs. 

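The DEGs shared by both cultivars in the same direction were 3295 that rose and 4286 that fell, which made up 52.1% of the 6320 unigenes that rose in either cultivar and 57.2% of the 7493 that fell in either. A further 15 unigenes passed the threshold in opposite directions. Across the unigenes tested, the log2 fold changes of the cultivars had a correlation of 0.840, and unigenes are not independent replicates. The cultivars had separate control libraries. In simulations without any change, the correlation was on average 0.000837 with separate controls. Each simulated library was drawn independently, so a value near 0 was built in. The simulation therefore cannot tell whether something other than the cold, shared by the libraries of both cultivars, raised the correlation. A test of the difference between the log2 fold changes of the cultivars (interaction contrast in limma) gave 0 unigenes past the threshold, with a smallest Benjamini-Hochberg adjusted p-value of 0.154. At an unadjusted p-value under 0.05 there were 2934 unigenes against 1594 expected by chance, and 2262 of these differed by over 1. With the unmoderated test the adjusted count was 142, and in limma with CC2 and KC2 exchanged between the cultivars it was 30. In the simulated tables described for the DEGs, this contrast recovered 0 of 200 differences, and 7780 of 9565 (81.3%) where many unigenes differed. The differences in the latter also reached larger sizes.

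**Figure D1:**
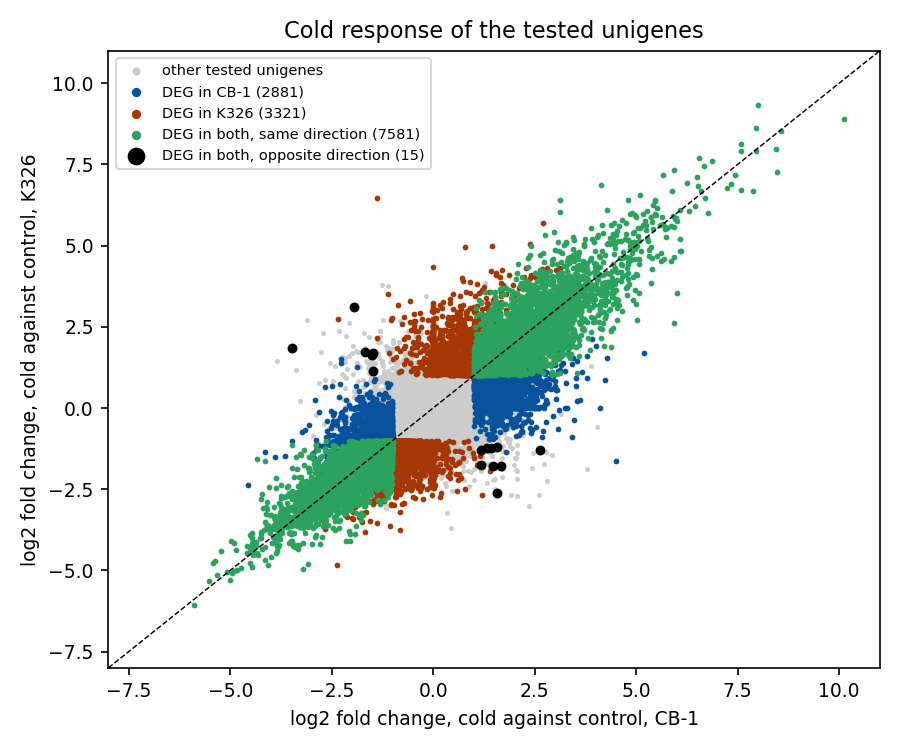
Log2 fold change of cold against control in CB-1 (x axis) and in K326 (y axis), one point per unigene tested, with DEGs coloured by the cultivar in which they passed the threshold and a dashed line at equal change. Most of the 7581 shared DEGs (green) lie near the line, and the 15 DEGs with opposite directions (black) lie in the upper left and lower right.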

To compare the transcriptomes in CB-1 and K326 under cold treatment, a heat map was generated to present the transcript abundance for all DEGs under cold stress (Fig. 1d). The results also showed that a series of changes in gene expression in CB-1 and K326 when plants subjected to cold treatment.

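Between control and cold libraries, Pearson's correlation over the unigenes tested lay between 0.624 (KC2 and KT1) and 0.714 (CT2 and KC2). Among the cold libraries it was 0.924 between CT1 and CT2 and 0.934 between KT1 and KT2, and from 0.870 to 0.916 between the cultivars. When the cold libraries of the cultivars were compared directly, 79 unigenes were higher in K326 and 50 lower (limma with Benjamini-Hochberg adjustment), while libraries labelled K326 control and CB-1 control gave 0 such unigenes and 551 at an unadjusted p-value under 0.05. The count of 129 for the cold libraries was 0 when only the cold libraries entered the fit and 1096 with CC2 and KC2 exchanged, which lowers the spread that all comparisons share. With all 4 control libraries as one group it was 820.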

### Cold response genes common between CB-1 and K326

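For the DEGs that rose in both CB-1 and K326, the median log2 fold change was 2.07 in either cultivar, and 1719 of them (52.2%) rose more in K326. A rise larger by over 1 on the log2 scale was seen in K326 for 249 of them and in CB-1 for 192. These counts were 422 and 210 without KT2, 380 and 366 without CT2, 224 and 240 without KC2, and 214 and 256 without KT1. They were 344 and 190 without KC1, 274 and 221 without CC1, 270 and 187 without CC2, and 200 and 121 without CT1. Of the DEGs that fell in both, 54.8% fell further in K326, with medians of −1.66 in CB-1 and −1.71 in K326. Over both directions 53.7% of the shared DEGs changed more in K326, and the median of the difference in size was 0.03. The side of 50% on which this share lay depended on single libraries and on the test. It was 44.3% without KT1, 47.4% without CT2 and 61.3% without KT2, and 49.6% with the unmoderated test. With the 4 control libraries as one group, it was 47.3%. In 1035 unigenes that rose past the threshold in both cultivars, all 4 control libraries were listed at 0.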

Following cold treatments, 4046 cold-induced transcripts and 5167 cold-repressed transcripts were identified in both CB-1 and K326 (Fig. 1b, c). We analyzed these groups, trying to investigate the mechanisms that function in responses to cold stress. Functional classification of DEGs was achieved using a gene ontology (GO) analysis via InterproScan [56]. These DEGs were assigned to three classes of GO: biological processes, molecular functions, and cellular compartments. Additional file 1: Figure S2 illustrates the distinct distribution of the main GO categories. The GO terms “response to stimulus”, “signaling” and “metabolic process” are the most highly enriched among both the up-regulated and down-regulated gene sets, which is in agreement with previous findings [17, 57, 58]. GO terms also represented diverse functional activities corresponding with the mentioned biological processes. The highest numbers of DEGs were categorized in “catalytic and binding activities”, which have also been reported as over-represented terms under treatment with a variety of stresses [16, 33]. In contrast with previous studies, which highlighted the role of ABA-related events under cold stress [1], no such events were detected in our study. Interesting, the GO terms “immune system process”, “negative regulation of biological process”, and “growth” were enriched in the GO list of cold down-regulated genes.

KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analysis provides classifications that are valuable for studying the complex biological functions of genes [17]. KEGG analysis showed that “Ribosome”, “Plant hormone signal transduction”, and “Estrogen signaling pathway” were significantly enriched by DEGs under cold treatment (Fig. 3, Additional file 2: Dataset 1.2). “MAPK signaling pathway” and “cAMP signaling pathway” were also enriched. Previously, it was reported that different protein kinase families (such as MAPKs) are activated by osmotic stresses [1, 2, 33]. These protein kinases may be important components in the signal transduction pathway of various environment signals in plants under cold stress.

**Fig. 3:**
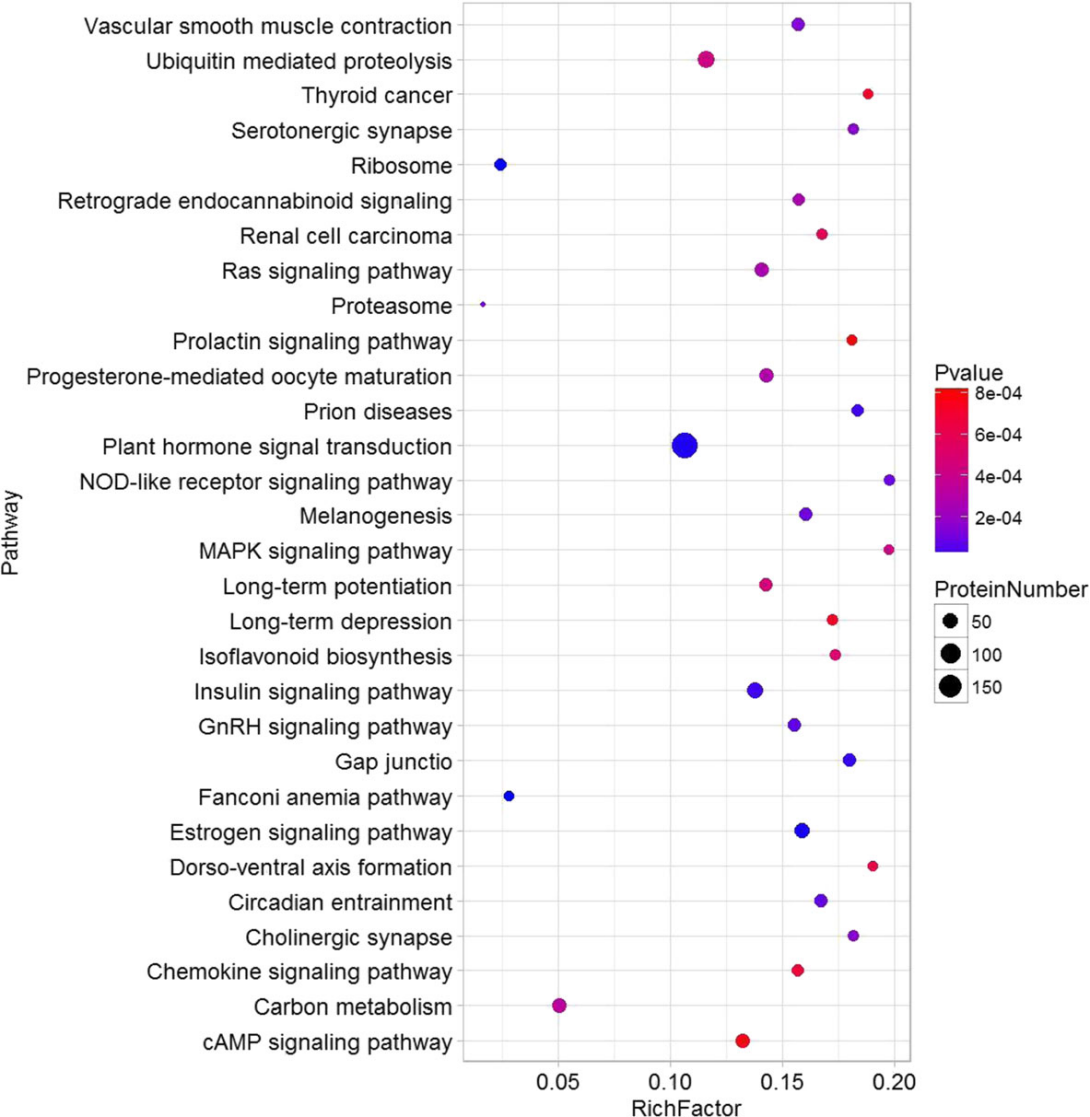
Top 30 enriched pathways for overlapping cold responsive genes between K326 and CB-1

Furthermore, by checking the detailed expression levels for these DEGs, many genes were induced to much higher in K326 than CB-1, especially for known cold related genes such as the DREB genes (Additional file 1: Table S2, Fig. 1d). This may be one of the major reasons that K326 is much more cold-tolerant than CB-1 as indicated by our gross phenotypic analysis.

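Table S2 of the paper lists 20 unigenes, of which 17 are named DREB, and all passed the filter on low values. Past the threshold, 7 rose and 2 fell in CB-1 and 8 rose and 5 fell in K326 (limma with Benjamini-Hochberg adjustment over all unigenes tested). Adjusted over the list alone, an adjusted p-value under 0.05 was reached by 16 unigenes in CB-1 and 14 in K326. The count in CB-1 moved most under the unmoderated test, to 0. The cold response was more positive in K326 for 10 of the 20, with a median difference of 0.01. Of the 20, 6 fell in both cultivars, where a deeper fall in K326 counts as less positive. Without KT2 the count was 7 of 20 with −0.25, without KC2 it was 8 of 20 with −0.07, and without KT1 it was 12 of 20 with 0.36. Among the 11 unigenes that rose in both cultivars (12 with quantile normalization, median-ratio scaling or one group of controls), 6 rose more in K326. With CC2 and KC2 exchanged, 13 rose in both, and the response was more positive in K326 for 13 of the 20. For no unigene of the list did the difference between the cultivars pass (0 over all unigenes and 0 adjusted over the list alone), and 2 had an unadjusted p-value under 0.05. DREB2A (c73886_g1) was 1 of these: it was listed at 0 in all 4 control libraries, at 1.98 and 3.27 in CT1 and CT2, and at 4.35 and 4.16 in KT1 and KT2, with an adjusted p-value of 0.458 for the difference (limma with Benjamini-Hochberg adjustment).
DREB1F (c64765_g1), also at 0 in all control libraries, had values of 1.02 in CT1 and 4.40 in CT2, and of 5.38 in KT1 and 6.00 in KT2. Its change had an adjusted p-value of 0.0717 in CB-1 and 0.00640 in K326 (limma with Benjamini-Hochberg adjustment), and the difference between the cultivars one of 0.609. In CB-1 the change passed the threshold with a pseudocount of 0.1 (adjusted p = 0.0167) and with the 4 control libraries as one group (adjusted p = 0.0244), within a range from 0.0167 to 0.375 over the alternatives (limma with Benjamini-Hochberg adjustment). By the sign of the change alone, past the threshold or not, 12 DREB unigenes rose in K326, a choice that favours larger changes there. Of these, 9 had a more positive change in K326 than in CB-1, among them 3 that did not rise in CB-1. All 3 were listed at 0 in KC2, and their adjusted p-values in K326 lay between 0.159 and 0.495 (limma with Benjamini-Hochberg adjustment). Of the 12, 7 had both K326 cold libraries above both CB-1 cold libraries, and 0 had both under. In 10 of the 12, the value was lower in CT1 than in CT2, and in 10 it was lower in KT1 than in KT2.

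**Figure D2:**
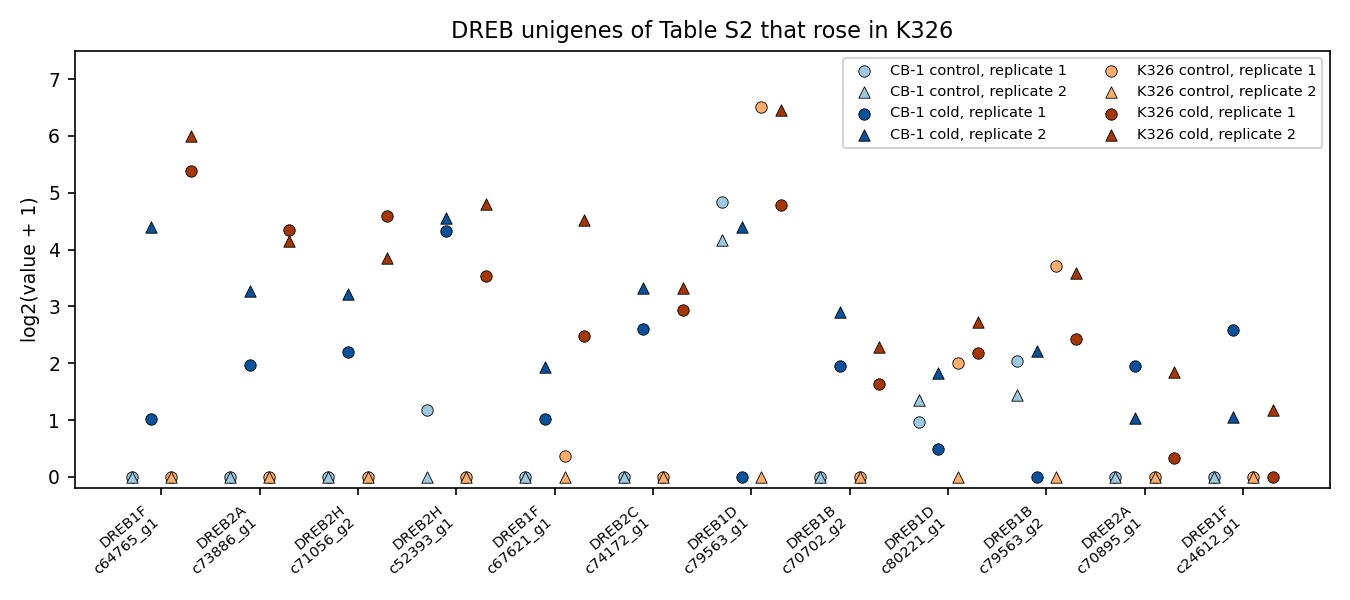
Log2(value + 1) in each of the 8 libraries for the 12 DREB unigenes of Table S2 that rose in K326 by the sign of the change. They stand in order of their change in K326, with circles for replicate 1 and triangles for replicate 2. For DREB1F (c64765_g1) the CB-1 cold libraries lie at 1.02 and 4.40 and the K326 cold libraries at 5.38 and 6.00.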

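From the higher induction of these genes in K326, the paper proposes a reason for the greater cold tolerance of this cultivar.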

### Cultivar specific differentially expressed genes (DEGs)

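Past the threshold in CB-1, and not in the same direction in K326, were 1632 unigenes that rose and 1264 that fell, 2896 in all. In K326 the same unigenes changed in the same direction in 86.7% of cases, with a median log2 change of 0.69 against 1.44 in CB-1. The difference between the cultivars had an unadjusted p-value under 0.05 for 934 of them, and for 0 of them after Benjamini-Hochberg adjustment (interaction contrast in limma).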

In total, 5377 DEGs were only identified in CB-1 in the cold treatment, with 3401 up-regulated and 1976 down-regulated (Fig. 1b, c). And 5392 DEGs were identified in K326, with 2352 up-regulated and 3040 down-regulated (Fig. 1b, c). 

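Those past the threshold in K326 and not in the same direction in CB-1 numbered 1393 that rose and 1943 that fell, 3336 in all. Of these, 88.3% changed in the same direction in CB-1, with a median log2 change of 0.73 against 1.41 in K326. An unadjusted p-value under 0.05 for the difference was found for 971, and 0 passed after adjustment in limma. The 15 unigenes with opposite directions are counted in both of these sets, and the adjusted p-value of their differences lay between 0.154 and 0.277 (limma with Benjamini-Hochberg adjustment).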

Similar with common DEGs between CB-1 and K326, KEGG enrichment analysis for the K326-specific DEGs revealed that “Ribosome”, “Plant hormone signal transduction”, and “MAPK/Estrogen/FoxO signaling pathway” were highly enriched, which suggested the ability for cold tolerance of K326 was strengthened (Fig. 4b). In addition, K326-specific DEGs were enriched in “2-Oxocarboxylic metabolism”, “Caffeine metabolism”, “Carbon metabolism” in K326, which CB-1-specific DEGs were enriched in “Alanine, aspartate and glutamate metabolism”, “Butanoate metabolism”, and “Methane metabolism” in CB-1. (Fig. 4a, b, Additional file 1: Figure S3).

**Fig. 4:**
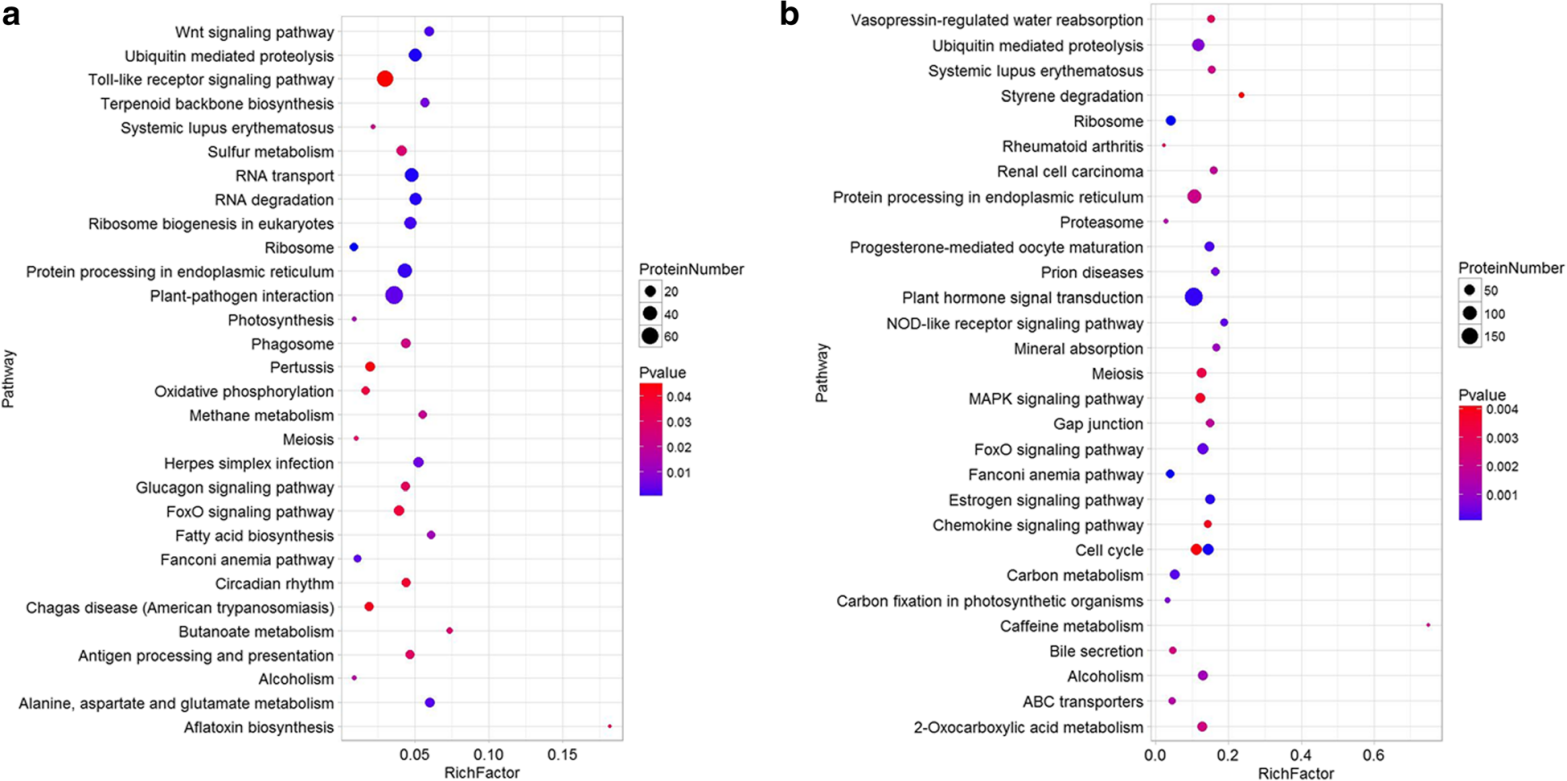
Top 30 enriched pathways for specific cold responsive genes of CB-1 and K326. **a** Top 30 enriched pathways for CB-1 specific cold responsive genes. **b** Top 30 enriched pathways for K326 specific cold responsive genes

### Metabolome reprogramming under cold treatment in CB-1 and K326

In an attempt to generate a comprehensive picture of metabolite reprogramming that occurs in response to cold treatment, we performed metabolite profiling of CB-1 and K326 using GC-MS and LC-MS. We reproducibly detected a total of 198 primary metabolites and 4269 secondary metabolites, with 4045 un-target metabolites and 224 target metabolites (Additional file 2: Dataset S1.3). Among these identified primary metabolites and secondary metabolites, 200 metabolites showed differential accumulation (Fold change >1.5) in CB-1, with 161 increased and 39 decreased under cold treatment compared with the control (Fig. 5a, b). In contrast, 194 differentially accumulated metabolites were identified in K326, with 75 increased and 119 decreased (Fig. 5a, b).

**Fig. 5:**
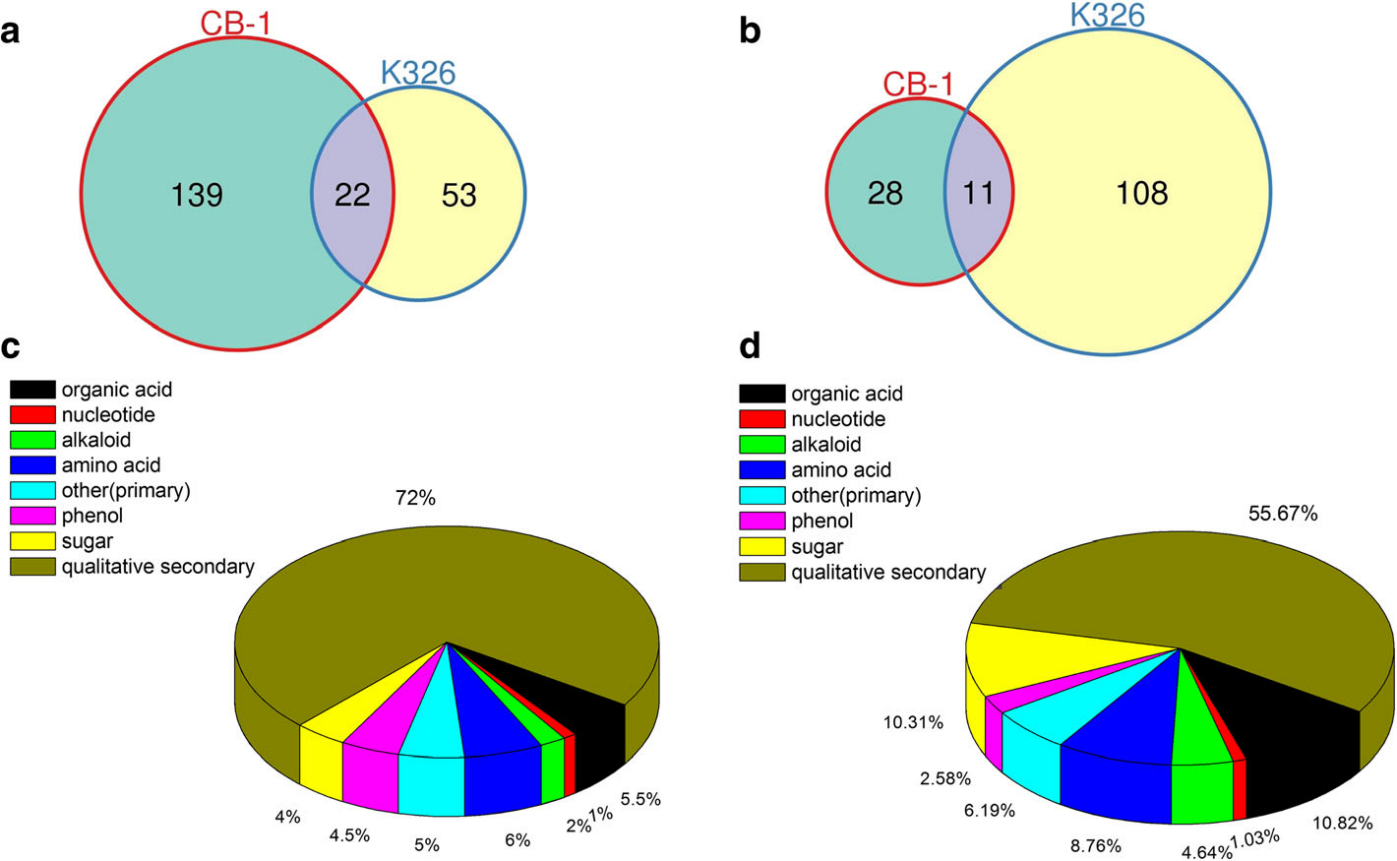
Classification of identified metabolites. **a** Venn graph for up-regulated differentially accumulated metabolites between CB-1 and K326. **b** Venn graph for down-regulated differentially accumulated metabolites between CB-1 and K326. **c** Pie graph for differentially accumulated metabolites in CB-1. **d** Pie graph for differentially accumulated metabolites in K326

Of the metabolites with differential accumulation during cold treatment, several of them had previously been shown to increase in Arabidopsis plants upon exposure to low temperature [31], including several amino acids, which was found in our data (Fig. 5c, d). However, these amino acids increased to a much greater extent in K326 than in CB-1; several of them, including glycine, phenylalanine, and alanine, even decreased in CB-1 (Additional file 2: Dataset S1.3). Similar results were also found for sugars (glucose, fructose, inositol, galactinol, raffinose, and sucrose); and trehalose, putrescine, and ascorbate (Additional file 2: Dataset S1.3) [31, 37]. As in the transcriptome data, these changes may help to explain how it is that K326 is much more cold-tolerant than CB-1.

Plant hormone signals appear to have different influences on CB-1 and K326. Unfortunately, ABA was not detected in our study. However, ethylene and salicylic acid (SA) were among the differentially-accumulated metabolites. Ethylene is negatively correlated with the cold tolerance of both CB-1 and K326 (Fig. 6a), which has already been reported in previous studies [35]. In contrast, different from previous reports, SA was in our results positively correlated with CB-1, whereas it was negatively correlated with K326 (Fig. 6b).

**Fig. 6:**
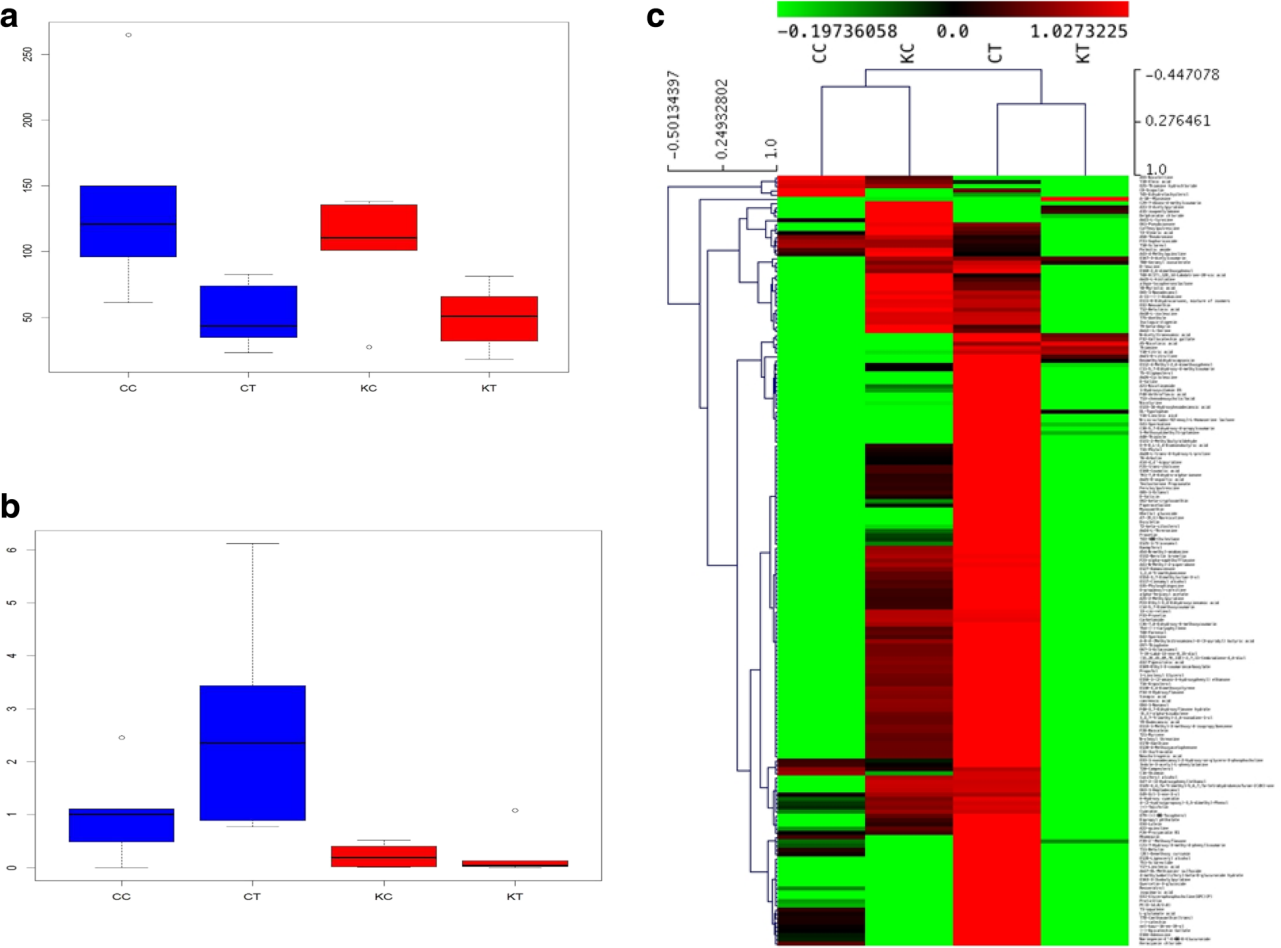
Different patterns for CB-1 and K326 based on the identified secondary metabolites. **a** Boxplot for ethylene levels in CC, CT, KC, and KT. **b** Boxplot for salicylic acid levels in CC, CT, KC, and KT. **c** Heatmap of differentially accumulated secondary metabolites for CC, CT, KC, and KT

Another interesting finding is that we observed a lot of differential accumulation of secondary metabolites. Besides previously-reported metabolites such as flavonoids and lipid related metabolites, a fragrance (benzene) and nicotine (nicotine, Nicotinic acid) were also found to be regulated by cold treatment in our study. However, most of the identified secondary metabolites were up-regulated by cold stress in CB-1, while K326 showed the opposite trend (Fig. 6c, Additional file 1: Figure S4). More work will need to be done to investigate the reasons for these differences.

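A principal component analysis was run on the log2 values of the 13798 DEGs of either cultivar in the 8 libraries, centred and not scaled; metabolites were not analysed here. The first component carried 84.2% of the variance and the second 7.59%. Over all unigenes tested in place of the DEGs, the share of the first component was 69.3%, the largest move among the alternatives, and with scaling to unit variance it was 79.3%. On the first component the control libraries lay between −111 and −107 and the cold libraries between 100 and 124. The DEGs were chosen for their difference between these groups, so that this separation is partly built in.

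**Figure D3:**
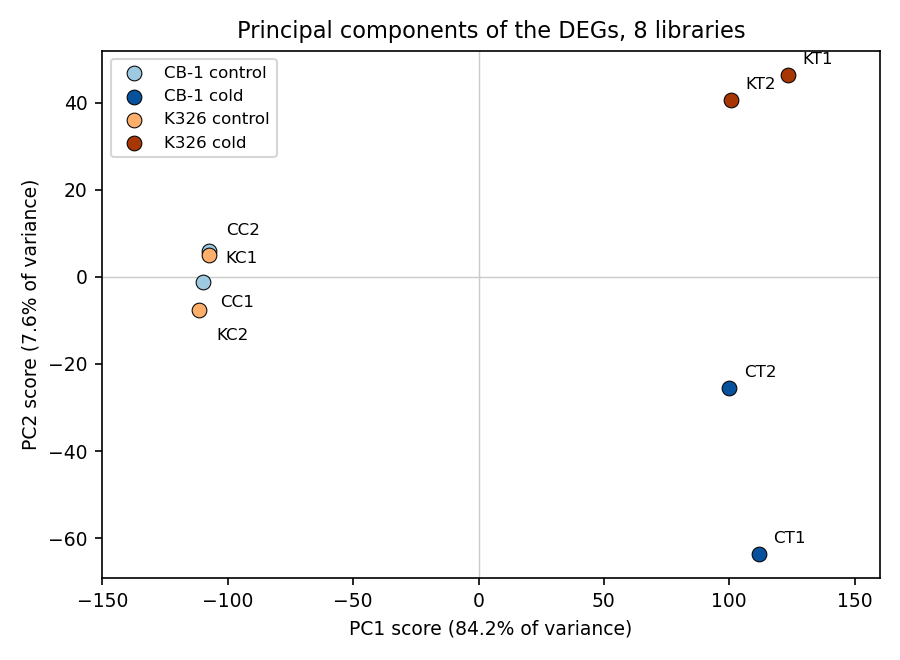
Scores of the 8 libraries on the first principal component (x axis) and the second (y axis) of the DEGs, with the share of variance on each axis. The 4 control libraries lie together at the left, CT1 and CT2 at the lower right and KT1 and KT2 at the upper right.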

In a PCA model based on differentially accumulated genes and metabolites, the first two principal components clearly separated all samples, both control and cold treatment for both CB-1 and K326, and explained around 80% of the total variation in the entire data set (Fig. 7). Specifically, PC1 of transcriptome and metabolism analysis may reflect cold-responsive genes and metabolites, most of which are shared by CB-1 and K326, such as amino acids and sugars. However, PC2 may largely reflect the reprogrammed parts between CB-1 and K326, especially on secondary metabolites (Fig. 7).

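The second component had scores of −63.6 for CT1 and −25.4 for CT2, and of 46.4 for KT1 and 40.6 for KT2. The scores of the control libraries lay closer together, at −1.20 for CC1, 5.85 for CC2, 5.00 for KC1 and −7.69 for KC2, and did not part by the cultivar on their labels. On this component, CT1 and CT2 lay further apart than any of the control libraries. From the position of the libraries, the paper proposes that the first component reflects the cold response shared by the cultivars and the second what was reprogrammed between them.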

**Fig. 7:**
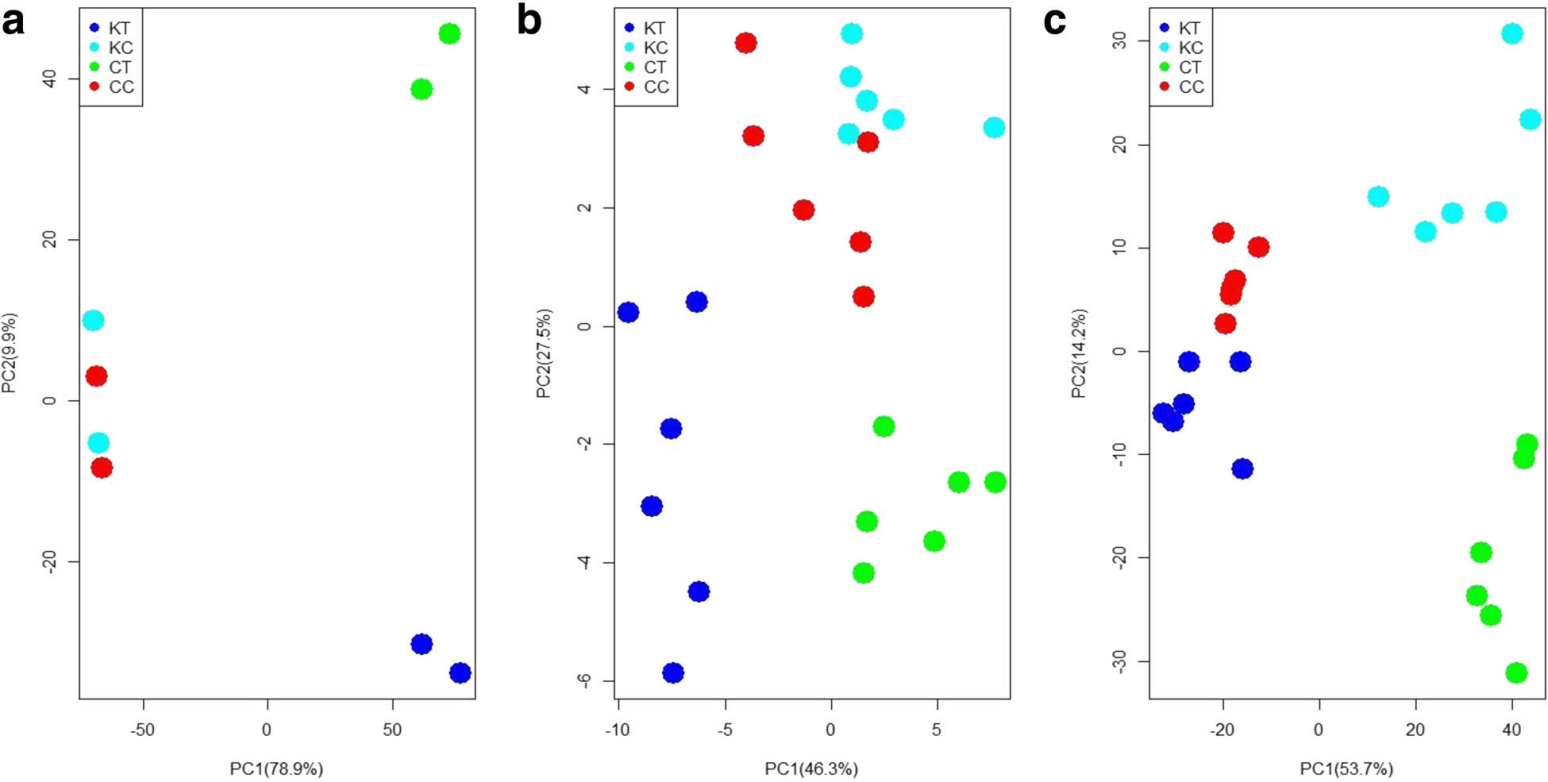
A parallel principal component analysis (PCA) of gene and metabolite profiles under cold treatment. Each point represents one experiments for gene expression and metabolite profiling. **a** PCA model for gene expression experiments. **b** PCA model for primary metabolite profiling. **c** PCA model for secondary metabolite profiling

### Interaction network analysis between cold regulated genes and metabolites

Gene-metabolite interaction networks can be used to help understand functional relationship and to aid in identifying new regulatory elements [33]. Here, we constructed an interaction network based on the differentially expressed genes (Fig. 1b, c) and metabolites (Fig. 5a, b). Gene-gene interactions were retrieved from known PPI databases. All genes harboring potential interaction relationships are shown in Additional file 2: Dataset S1.4 (Additional file 1: Figure S5).

From the clusters shown in Additional file 1: Figure S5, it is apparent that most of the secondary metabolites closely connect together, including flavonoid families. In order to check the interaction relationships, we also showed the detailed networks for sugar metabolites (Additional file 1: Figure S6A) and target secondary metabolites (Additional file 1: Figure S6B). Furthermore, the sugar-related network can be divided into two clusters, one with sucrose, trehalose, tagatose, and another with cellobiose, fructose, and raffinose. The interaction relationships in these two sugar clusters suggest not only that the *CBF/DREB* and *ZAT* families play some role with the biosynthesis of sugar metabolites, but also suggest that TFs, including those of the ARR, GT, UPBEAT, VIP, and MYB families, may also contribute to sugar biosynthesis during plant responses to cold treatment. These potential new markers for cold stress could be useful for cold resistance studies in the future.

### Analysis of cold-responsive transcription factors

Transcription factors (TF) play a key role in the regulation of gene expression under abiotic and biotic stresses in plants. RNA-seq results showed that many TFs were regulated under cold stress in CB-1 and K326 (Additional file 2: Dataset S1.5, Table 2). In total, more than 20 families of TFs were differentially expressed, implying their important roles in regulating genes involved in cold responses.

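All 30 transcription factors of Table 2 passed the filter on low values. In CB-1, 24 rose and 3 fell past the threshold, and in K326 27 rose and 3 fell (limma with Benjamini-Hochberg adjustment over all unigenes tested). Adjusted over the list alone, 29 had an adjusted p-value under 0.05 in CB-1 and 30 in K326; the authors selected the list on these libraries, which makes it no independent evidence. Their number moved most under the unmoderated test, to 6 in CB-1 and 7 in K326. The change was more positive in K326 for 27 of the 30 unigenes, and for 22 when KC2 was left out. For the difference between the cultivars, 0 passed over all unigenes, 1 adjusted over the list alone, and 5 had an unadjusted p-value under 0.05. In 9 of the 30, all 4 control libraries were listed at 0.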

**Table 2:** Top 30 differentially expressed transcription factors (TF) under cold treatment

gene_id	CC	CT	KC	KT	FC(CB-1)	FC(K326)	name
c78380_g1	0.733	6.628	1.314	7.238	5.895	5.925	WRKY33
c64765_g1	0.000	2.709	0.000	5.693	2.709	5.693	DREB1F
c74525_g2	0.000	5.085	0.344	5.873	5.085	5.530	ABR1
c40491_g1	0.000	2.973	0.035	5.456	2.973	5.421	HBP-1b
c77368_g4	0.000	4.180	0.000	5.395	4.180	5.395	HSFA4B
c78380_g2	1.097	5.904	1.211	6.379	4.807	5.168	WRKY33
c64865_g1	0.000	4.614	0.000	5.127	4.614	5.127	CRF6
c79891_g2	0.743	2.194	0.496	5.479	1.452	4.982	ERF109
c81375_g1	0.567	4.541	0.358	5.193	3.975	4.834	ERF053
c74235_g2	0.195	3.704	0.345	4.962	3.509	4.617	WRKY40
c83950_g2	0.180	3.968	0.397	4.863	3.788	4.466	WRKY6
c73886_g1	0.000	2.621	0.000	4.253	2.621	4.253	DREB2A
c72670_g1	1.984	5.685	2.190	6.424	3.701	4.234	WRKY11
c71056_g2	0.000	2.704	0.000	4.217	2.704	4.217	DREB2H
c52393_g1	0.588	4.436	0.000	4.165	3.847	4.165	DREB2H
c69854_g3	2.768	6.470	2.503	6.573	3.702	4.070	NAC002
c44821_g1	0.288	3.422	0.000	3.913	3.135	3.913	MYB306
c81178_g1	0.000	2.706	0.000	3.904	2.706	3.904	ABR1
c83320_g1	0.470	3.990	0.473	4.347	3.519	3.874	WRKY42
c112787_g1	4.060	0.506	4.140	0.301	−3.554	−3.839	UPBEAT1
c58192_g1	0.000	3.259	0.000	3.814	3.259	3.814	HSFA6b
c73618_g1	0.000	2.962	0.000	3.714	2.962	3.714	GT-3A
c72172_g1	1.011	4.721	1.536	4.261	3.710	2.725	HSFC1
c69854_g2	1.541	5.161	1.664	5.352	3.621	3.688	NAC002
c81178_g3	0.000	2.275	0.000	3.649	2.275	3.649	RAP2–6
c68026_g1	3.934	0.320	4.060	0.792	−3.613	−3.268	TCP19
c69854_g1	1.792	4.978	2.347	5.835	3.187	3.487	NAC002
c67824_g2	1.961	4.702	1.968	5.439	2.741	3.470	WRKY40
c76796_g2	0.000	1.908	0.139	3.517	1.908	3.378	WRKY41
c82962_g2	4.150	1.453	4.123	0.783	−2.697	−3.341	MYB39

The value is log2 RESM value for each assembled TF. 

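Table 2 of the paper prints group means and log2 fold changes of 30 unigenes. Its 60 fold changes differ from those computed from the deposited table by at most 0.001 log2 units, so that both are on the log2(value + 1) scale.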

FC is the log2 fold change in the treatment sample as compared to wild type

In particular, families showing especially strong responses to cold treatment included WRKY, AP2-EREBP, NAC, MYB, HSF, bHLH, UPB, and bZIP (Additional file 2: Dataset S1.5, Table 2). For instance, some genes from these families were up-regulated by more than 30 times during cold treatment. For example, most of our predicted CBF TFs presented dramatic activation (especially c64765_g1 with nearly 60 times up-regulation); this gene is known to play a direct role in activating the expression of downstream cold-responsive genes, except for c71296_g1. 

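WRKY33 (c78380_g1) rose from 0.73 ± 0.73 to 6.63 ± 0.50 in CB-1 and from 1.31 ± 1.86 to 7.24 ± 0.55 in K326 (log2 values, mean ± SD, n = 2), with log2 fold changes of 5.90 (standard error 0.87, adjusted p = 0.00396) and 5.92 (standard error 0.87, adjusted p = 0.00372) from limma with Benjamini-Hochberg adjustment. NAC002 (c69854_g3) had log2 fold changes of 3.70 in CB-1 and 4.07 in K326 (standard error 0.30 in both). HSFC1 (c72172_g1) rose by 3.71 in CB-1 and 2.73 in K326 (standard error 0.28 in both), and this difference had an adjusted p-value of 0.539 (limma with Benjamini-Hochberg adjustment). HSFA4B (c77368_g4) was listed at 0 in all control libraries, at 3.73 and 4.64 in CT1 and CT2 and at 5.87 and 4.92 in KT1 and KT2. HBP-1b (c40491_g1), listed at 0 in CC1, CC2 and KC2 and at 0.07 in KC1, had 2.69 and 3.26 in CT1 and CT2 and 5.51 and 5.40 in KT1 and KT2. Its cold libraries differed between the cultivars by 2.48 (adjusted p = 0.0340, limma with Benjamini-Hochberg adjustment). Over the alternatives this adjusted p-value ranged from 0.00500 to 0.411, and it was over 0.05 with a pseudocount of 0.1, with either other filter, with a fit of the cold libraries only, with the replicate block and with the unmoderated test. Of the unigenes that fell, UPBEAT1 (c112787_g1) changed by −3.55 in CB-1 and −3.84 in K326 (standard error 0.23 in both) and MYB39 (c82962_g2) by −2.70 and −3.34 (standard error 0.53 in both). MYB39 in CB-1 had an adjusted p-value of 0.0101, which was 0.102 with a pseudocount of 0.1 and ranged from 0.00187 to 0.102 over the alternatives (limma with Benjamini-Hochberg adjustment).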

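Values of DREB1F (c64765_g1) against a control group at 0 allow no fold change, and on the log2(value + 1) scale its linear ratio in K326 depended on the pseudocount. The unigene c71296_g1, named DREB3, fell from 3.49 ± 0.24 to 1.26 ± 0.30 in CB-1 and from 3.68 ± 0.58 to 1.62 ± 0.26 in K326 (SD, n = 2). Its log2 fold changes were −2.23 (standard error 0.33, adjusted p = 0.00400) and −2.05 (standard error 0.33, adjusted p = 0.00494) from limma with Benjamini-Hochberg adjustment. ERF109 (c79891_g2) had log2 values of 1.49 in CC1, 0 in CC2, 0 in CT1 and 4.39 in CT2. In K326 it had 0.99 in KC1, 0 in KC2, 4.80 in KT1 and 6.15 in KT2. Its adjusted p-value was 0.438 in CB-1 and 0.0314 in K326, and in K326 it ranged from 0.00970 to 0.0994 over the alternatives (limma with Benjamini-Hochberg adjustment). Without CT2 the change of ERF109 in CB-1 was −0.74.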

Another is a famous known cold regulator *ICE1*, which encodes a MYC-type basic helix-loop-helix (bHLC) TF [2, 3] that directly binds to MYC cis-elements in the promoter of CBF/DREBs. 

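BHLH92 (c71107_g1) was listed at 0 in all 4 control libraries. After cold treatment it had log2 values of 2.72 in CT1 and 2.23 in CT2, and of 4.12 in KT1 and 2.55 in KT2. The adjusted p-value of the change was 0.0105 in CB-1 and 0.00379 in K326, and that of the difference between the cultivars 0.797 (limma with Benjamini-Hochberg adjustment).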

The RNA-seq results showed that the transcript level of only one MYC-type bHLH (c71107_g1) increased under cold stresses, suggesting that *DREBs* may act as its target.

## Discussion

In plants subjected to cold treatment, to enhance adaptability to low temperature, more sugars and other energy carriers (e.g., ATP) are consumed to produce lipids, amino acid, membrane components, and other molecules to further promote cell membrane fluidity and structural rearrangement [19, 33]. In our study, a lot of sugar components showed up-regulation under cold treatment in both CB-1 and K326 (Figs. 8 and 9a), including glucose, fructose, inositol, galactinol, and raffinose, but excepting trehalose and sucrose in CB-1. Meanwhile, some sugars that have not been widely-reported to be related to cold responses were also detected in our study, such as tagatose, mannose, and cellobiose. It seems evident that the sugar metabolism is much more active in K326 than in CB-1 in response to cold treatment (Figs. 8 and 9a). However, for lipids, another alternative of energy metabolism, especially linolenic acid (18:3), was down-regulated in K326 but up-regulated in CB-1 (Fig. 9b). CB-1 and K326 have no significant differences in the accumulation of some amino acids including valine, leucine, and tyrosine, whereas serine and L-aspartate were accumulated to much higher extents in K326 (Fig. 8, Additional file 2: Dataset 1.6). Together, these results suggest that CB-1 and K326 may employ different aspects of energy metabolism as they respond to cold stress.

**Fig. 8:**
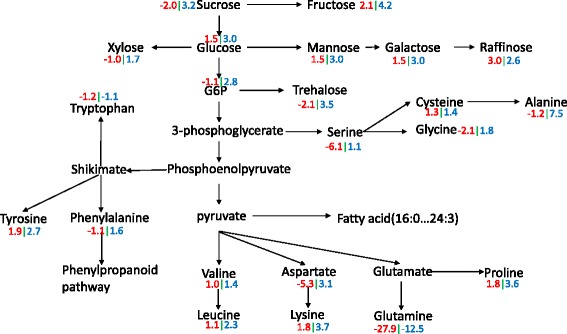
The energy metabolism through sugar and amino acids metabolic pathways under cold treatment. *Red color* represents the fold change between wild type and cold stress in CB-1. *Blue color* represents the fold change between wild type and cold stress in K326

**Fig. 9:**
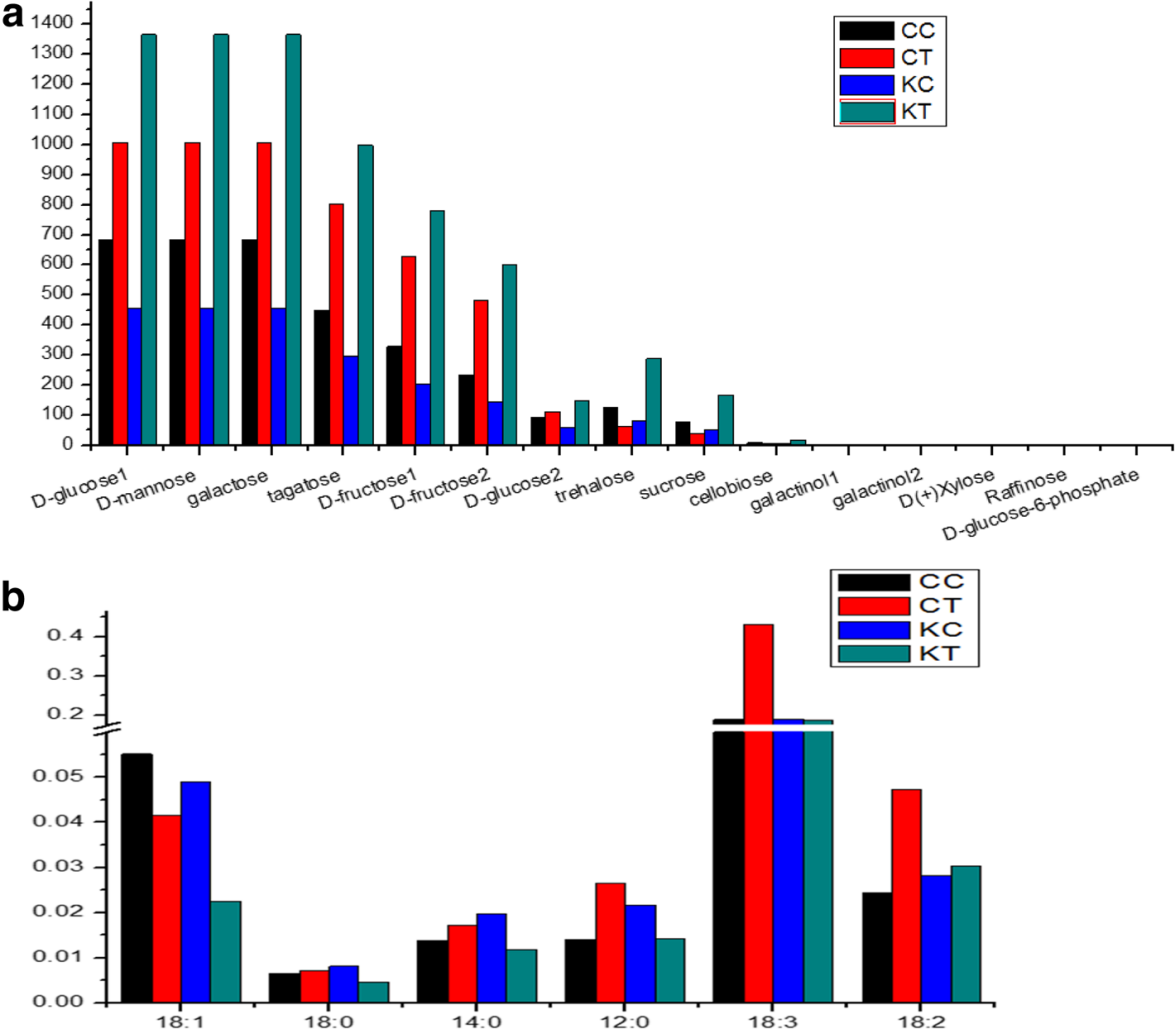
The levels of sugar metabolites and fatty acid metabolites. Y-axis represents the relative quantitate level of metabolites. **a** The relative metabolite levels for sugars. **b** The relative metabolite levels for fatty acids

Hormones are signaling molecules that play key roles in regulating gene expression under cold stress [27, 35, 59]. RNA-seq analysis revealed that many genes related to abscisic acid, ethylene, auxin, salicylic acid, and gibberellin were regulated by cold stress in CB-1 and K326 (Additional file 2: Dataset 1.7). The KEGG pathway, “plant hormone signal transduction”, was significantly enriched among the differentially expressed genes in both CB-1 and K326.

Alternations of ethylene levels by cold stress treatment have been observed in many plants [35]. However, the role of ethylene in cold tolerance varies in different plant species, and can even vary in Arabidopsis plants that are grown in different environments [35]. For example, the cold tolerance of soil-grown Arabidopsis seedlings treated with 1-aminocyclopropane-1-caroxylated (ACC) is enhanced [60] but is reduced in vitro; cold tolerance is increased when aminoethoxyvinylgycine (AVG) is applied [61]. Ethylene positively affects the cold tolerance of tomato (*Lycopersicon esculentum*) [62]. In contrast, ethylene levels are negatively correlated with the cold tolerance of *Medicago truncatula* [27]. Previous studies have shown that ethylene also negatively influences the cold tolerance of tobacco (*Nicotiana tabacum*) [40], which was confirmed by our finding that ethylene levels are negatively correlated with the cold tolerance in both CB-1 and K326, with a greater magnitude of down-regulation in K326. Therefore, the role of ethylene on cold tolerance is possibly species dependent. ERF TFs, which are located downstream of the ethylene signal pathway, play important roles in cold responses via recognizing dehydration-responsive elements (DRE) [40, 61, 62]. This family can be further divided into ERF (Ethylene-responsive transcription factor ERF), CRF (Ethylene-responsive transcription factor CRF), ABR (Ethylene-responsive transcription factor ABR), RAP (Ethylene-responsive transcription factor RAP) and EIN (ETHYLENE INSENSITIVE protein) (Additional file 1: Table S3, Additional file 2: Dataset S1.7). From the expression pattern for ERFs in our study, we found that more than half of them were up-regulated under cold treatment, with 44 in K326 and 27 in CB-1 (Additional file 1: Table S3). 

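ABR1 (c74525_g2) was listed at 0 in CC1, CC2 and KC2 and at 0.69 in KC1, and had log2 values of 4.82 and 5.35 in CT1 and CT2 and of 6.10 and 5.64 in KT1 and KT2. Its log2 fold change in K326 was 5.53 (standard error 0.31, adjusted p = 0.000293 from limma with Benjamini-Hochberg adjustment). CRF6 (c64865_g1) was at 0 in all control libraries, at 4.25 and 4.98 in CT1 and CT2 and at 5.45 and 4.81 in KT1 and KT2. The difference in response between the cultivars had adjusted p-values of 0.845 for ABR1 and 0.812 for CRF6 (limma with Benjamini-Hochberg adjustment). In simulations this test recovered 0 of 200 differences where few unigenes differed, and 7780 of 9565 (81.3%) where many did, at sizes that also ran higher. The differences here were 0.44 for ABR1 and 0.51 for CRF6 on the log2 scale (standard error 0.44 for each), smaller than those simulated. The test therefore could not exclude a difference of this size for these unigenes.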

The most highly responsive ERFs are members of ABR (c74525_g2: around 40 times up-regulation) and CBF (c64865_g1: around 30 times up-regulation). These results suggest that ERFs may be involved in plant response to cold stress as regulated by ethylene levels.

Different from ethylene, salicylic acid (SA) shows a different pattern in CB-1 vs. K326, with up-regulation in CB-1 and down-regulation in K326. Previous studies showed that cold temperatures promote the accumulation of endogenous free SA and glucosyl SA in *Arabidopsis* shoots, wheat, and grape berry [28, 59, 63, 64]. Additionally, it has been reported that high concentrations and the continual application of SA cause severe growth damage and a decrease in cold tolerance capacity [59, 65–67]. Plants from seeds imbibed in a high concentration of SA (1 mM) did not show any alternation of cold tolerance, whereas low concentrations of SA (0.1–0.5 mM) promoted tolerance to cold stress in bean and tomato [68]. In summary, these data suggest that the sporadic application of SA may enhance the cold tolerance but that continual application may decrease this tolerance. Hence, the increasing of SA in CB-1 may be another reason for its relatively weaker cold tolerance. SA is synthesized via two distinct pathways, the isochorismate (IC) pathway and the phenylalnine ammonia-lyase (PAL) pathway [67]. Although we do not yet have direct measurements of the level of chorismate, many secondary metabolites were up-regulated in CB-1, which may be an upstream indication relating to the high level of SA in CB-1. These results suggest that the effect of SA on cold tolerance may be dependent on the organism, concentration, and period of application.

## Conclusions

CB-1 and K326 are two closely related tobacco cultivars, but their tolerance to cold is quite different. In summary, the large-scale-“omics” technologies utilized here to investigate the overall transcriptome and metabolome changes associated with cold treatment are surprisingly informative in uncovering novel regulatory elements and genes. Consequently, we found that transcriptional regulators/TFs, which are persistently changed during cold treatment, can be responsible for maintaining the cold acclimated status via complex regulatory networks. Moreover, both the transcriptomes and metabolomes indicated the higher responsive ability on common genes/metabolites might be one of the major reasons to explain the cold tolerance for K326. In addition, there may exist other cold regulatory pathways in K326 that are inactive or not present in CB-1. The results of our study contribute to a deeper understanding of the highly complex regulatory mechanisms that function in plants during cold treatment.

## Additional files

Additional file 1: Figure S1. The expression levels for cold responsive genes *ICE1* under cold treatment. 1: 2 h control; 2: 2 h treatment; 3: 6 h control; 4: 6 h treatment; 5: 12 h control; 6: 12 h treatment; 7: 1d control; 8: 1d treatment; 9: 2d control; 10: 2d treatment; 11: 3d control; 12: 3d treatment; 13: 4d control; 14: 4d treatment. **Figure S2**. Gene classification based on gene ontology (GO) for differentially expressed genes by cold up-regulated (induced) gene and cold down-regulated (repressed) gene. Blue color represents enriched GO terms by cold induced genes; Red color represents enriched GO terms by cold repressed genes. **Figure S3**. Gene classification based on gene ontology (GO) for differentially expressed genes (DEGs) of CB-1 and K326. Blue color represents the enriched GO terms based on DEGs of CB-1. Red color represents the enriched GO terms based on DEGs of K326. **Figure S4**. Boxplot for levels of secondary metabolites in CC, CT, KC and KT. **Figure S5**. Visualization of the final gene-metabolite network. Blue color represents genes; Red color represents secondary metabolites; cyan color represents primary metabolites. **Figure S6**. Visualization of interaction networks of sugar metabolites and identified secondary metabolites. (A) The interaction networks of sugar metabolites and associated genes. (B) The interaction networks of identified secondary metabolites and associated genes. **Table S1**. Primer sequences used for qRT-PCR analysis. **Table S2**. The detailed expression levels for known cold responsive genes and DREB family genes. **Table S3**. The number of up-regulated, down-regulated and unchanged genes for ethylene biosynthesis family. (PPTX 788 kb)

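In Table S2 each unigene of the DREB family and of known cold responsive genes has its log2 value in each of the 8 libraries, followed by the difference between the mean of the cold libraries and the mean of the control libraries. Its 160 library values are identical to those of the deposited table.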

Additional file 2: Dataset S1. RNA-seq assembly results and expression analysis from various tissues. (XLSX 38411 kb)

## Abbreviations

ABA: Abscisic acid
CBF: CCAAT-binding transcription factor
CRT: C-repeat
DEG: Differentially expressed gene
DREB: Dehydration responsive element
EIN: Ethylene insensitive protein
ERF: Ethylene responsive transcription factor
ET: Ethylene
GA: Gibberellin
GO: Gene ontology
IC: Isochorismate
ICE1: Inducer of CBF Expression 1
KEGG: Kyoto Encyclopedia of Genes and Genomes
PAL: Phenylalnine ammonia lyase
SA: Salicylic acid

## References

[1] Chinnusamy V, Zhu J, Zhu JK (2007). Cold stress regulation of gene expression in plants. Trends Plant Sci.

[2] Jeon J, Kim J (2013). Cold stress signaling networks in Arabidopsis. Journal of Plant Biology.

[3] Xiong L, Schumaker KS, Zhu JK (2002). Cell signaling during cold, drought, and salt stress. Plant Cell.

[4] Sanghera GS, Wani SH, Hussain W, Singh NB (2011). Engineering cold stress tolerance in crop plants. Curr Genomics.

[5] Yang QS, Gao J, He WD, Dou TX, Ding LJ, Wu JH, Li CY, Peng XX, Zhang S, Yi GJ (2015). Comparative transcriptomics analysis reveals difference of key gene expression between banana and plantain in response to cold stress. BMC Genomics.

[6] Zhang JZ, Creelman RA, Zhu JK (2004). From laboratory to field. Using information from Arabidopsis to engineer salt, cold, and drought tolerance in crops. Plant Physiol.

[7] Bielecka M, Watanabe M, Morcuende R, Scheible WR, Hawkesford MJ, Hesse H, Hoefgen R (2014). Transcriptome and metabolome analysis of plant sulfate starvation and resupply provides novel information on transcriptional regulation of metabolism associated with sulfur, nitrogen and phosphorus nutritional responses in Arabidopsis. Front Plant Sci.

[8] Tohge T, Nishiyama Y, Hirai MY, Yano M, Nakajima J, Awazuhara M, Inoue E, Takahashi H, Goodenowe DB, Kitayama M (2005). Functional genomics by integrated analysis of metabolome and transcriptome of Arabidopsis plants over-expressing an MYB transcription factor. Plant J.

[9] Jin J, Kim MJ, Dhandapani S, Tjhang JG, Yin JL, Wong L, Sarojam R, Chua NH, Jang IC (2015). The floral transcriptome of ylang ylang (*Cananga odorata* Var. Fruticosa) uncovers biosynthetic pathways for volatile organic compounds and a multifunctional and novel sesquiterpene synthase. J Exp Bot.

[10] Jin J, Panicker D, Wang Q, Kim MJ, Liu J, Yin JL, Wong L, Jang IC, Chua NH, Sarojam R (2014). Next generation sequencing unravels the biosynthetic ability of spearmint (*Mentha spicata*) peltate glandular trichomes through comparative transcriptomics. BMC Plant Biol.

[11] Kim MJ, Jin J, Zheng J, Wong L, Chua NH, Jang IC (2015). Comparative Transcriptomics unravel biochemical specialization of leaf tissues of Stevia for Diterpenoid production. Plant Physiol.

[12] Calzadilla PI, Maiale SJ, Ruiz OA, Escaray FJ (2016). Transcriptome response mediated by cold stress in Lotus Japonicus. Front Plant Sci.

[13] Tian DQ, Pan XY, Yu YM, Wang WY, Zhang F, Ge YY, Shen XL, Shen FQ, Liu XJ (2013). De novo characterization of the Anthurium transcriptome and analysis of its digital gene expression under cold stress. BMC Genomics.

[14] Hwang I, Manoharan RK, Kang JG, Chung MY, Kim YW, Nou IS (2016). Genome-wide identification and characterization of bZIP transcription factors in *Brassica oleracea* under cold stress. Biomed Res Int.

[15] Lei X, Xiao Y, Xia W, Mason AS, Yang Y, Ma Z, Peng M (2014). RNA-seq analysis of oil palm under cold stress reveals a different C-repeat binding factor (CBF) mediated gene expression pattern in *Elaeis guineensis* compared to other species. PLoS One.

[16] Zhang Y, Wu H, Xie J, Jiang R, Deng C, Pang H (2015). Transcriptome responses to heat- and cold-stress in ladybirds (*Cryptolaemus montrouzieri* Mulasnt) analyzed by deep-sequencing. Biol Res.

[17] Bai B, Wu J, Sheng WT, Zhou B, Zhou LJ, Zhuang W, Yao DP, Deng QY (2015). Comparative analysis of anther Transcriptome profiles of two different Rice male sterile lines genotypes under cold stress. Int J Mol Sci.

[18] Zhao L, Liu F, Xu W, Di C, Zhou S, Xue Y, Yu J, Su Z (2009). Increased expression of OsSPX1 enhances cold/subfreezing tolerance in tobacco and *Arabidopsis thaliana*. Plant Biotechnol J.

[19] Maruyama K, Urano K, Yoshiwara K, Morishita Y, Sakurai N, Suzuki H, Kojima M, Sakakibara H, Shibata D, Saito K (2014). Integrated analysis of the effects of cold and dehydration on rice metabolites, phytohormones, and gene transcripts. Plant Physiol.

[20] Chen JQ, Dong Y, Wang YJ, Liu Q, Zhang JS, Chen SY (2003). An AP2/EREBP-type transcription-factor gene from rice is cold-inducible and encodes a nuclear-localized protein. Theor Appl Genet.

[21] He Y, Li Y, Cui L, Xie L, Zheng C, Zhou G, Zhou J, Xie X (2016). Phytochrome B negatively affects cold tolerance by regulating OsDREB1 Gene expression through Phytochrome interacting factor-like protein OsPIL16 in Rice. Front Plant Sci.

[22] Xiaochuang C, Chu Z, Lianfeng Z, Junhua Z, Hussain S, Lianghuan W, Qianyu J (2017). Glycine increases cold tolerance in rice via the regulation of N uptake, physiological characteristics, and photosynthesis. Plant Physiol Biochem.

[23] Bilska-Kos A, Szczepanik J, Sowinski P (2016). Cold induced changes in the water balance affect immunocytolocalization pattern of one of the aquaporins in the vascular system in the leaves of maize (*Zea mays* L.). J Plant Physiol.

[24] Riva-Roveda L, Escale B, Giauffret C, Perilleux C (2016). Maize plants can enter a standby mode to cope with chilling stress. BMC Plant Biol.

[25] Bustamante CA, Monti LL, Gabilondo J, Scossa F, Valentini G, Budde CO, Lara MV, Fernie AR, Drincovich MF (2016). Differential metabolic rearrangements after cold storage are correlated with chilling injury resistance of peach fruits. Front Plant Sci.

[26] Sanhueza D, Vizoso P, Balic I, Campos-Vargas R, Meneses C (2015). Transcriptomic analysis of fruit stored under cold conditions using controlled atmosphere in *Prunus persica* cv. “red pearl”. Front Plant Sci.

[27] Zhao M, Liu W, Xia X, Wang T, Zhang WH (2014). Cold acclimation-induced freezing tolerance of *Medicago truncatula* seedlings is negatively regulated by ethylene. Physiol Plant.

[28] Kosova K, Prasil IT, Vitamvas P, Dobrev P, Motyka V, Flokova K, Novak O, Tureckova V, Rolcik J, Pesek B (2012). Complex phytohormone responses during the cold acclimation of two wheat cultivars differing in cold tolerance, winter Samanta and spring Sandra. J Plant Physiol.

[29] Khodakovskaya M, McAvoy R, Peters J, Wu H, Li Y (2006). Enhanced cold tolerance in transgenic tobacco expressing a chloroplast omega-3 fatty acid desaturase gene under the control of a cold-inducible promoter. Planta.

[30] Liu X, Shi W, Yin W, Wang J (2016). Distinct cold responsiveness of a StInvInh2 gene promoter in transgenic potato tubers with contrasting resistance to cold-induced sweetening. Plant Physiol Biochem.

[31] Cook D, Fowler S, Fiehn O, Thomashow MF (2004). A prominent role for the CBF cold response pathway in configuring the low-temperature metabolome of Arabidopsis. Proc Natl Acad Sci U S A.

[32] Riechmann JL, Meyerowitz EM (1998). The AP2/EREBP family of plant transcription factors. Biol Chem.

[33] Wu ZG, Jiang W, Chen SL, Mantri N, Tao ZM, Jiang CX (2016). Insights from the cold Transcriptome and Metabolome of Dendrobium Officinale: global reprogramming of metabolic and Gene regulation networks during cold acclimation. Front Plant Sci.

[34] Kaplan F, Kopka J, Haskell DW, Zhao W, Schiller KC, Gatzke N, Sung DY, Guy CL (2004). Exploring the temperature-stress metabolome of Arabidopsis. Plant Physiol.

[35] Sun X, Zhao T, Gan S, Ren X, Fang L, Karungo SK, Wang Y, Chen L, Li S, Xin H (2016). Ethylene positively regulates cold tolerance in grapevine by modulating the expression of ETHYLENE RESPONSE FACTOR 057. Sci Rep.

[36] Gao W, Sun HX, Xiao H, Cui G, Hillwig ML, Jackson A, Wang X, Shen Y, Zhao N, Zhang L (2014). Combining metabolomics and transcriptomics to characterize tanshinone biosynthesis in salvia miltiorrhiza. BMC Genomics.

[37] Kaplan F, Kopka J, Sung DY, Zhao W, Popp M, Porat R, Guy CL (2007). Transcript and metabolite profiling during cold acclimation of Arabidopsis reveals an intricate relationship of cold-regulated gene expression with modifications in metabolite content. Plant J.

[38] Hirai MY, Sugiyama K, Sawada Y, Tohge T, Obayashi T, Suzuki A, Araki R, Sakurai N, Suzuki H, Aoki K (2007). Omics-based identification of Arabidopsis Myb transcription factors regulating aliphatic glucosinolate biosynthesis. Proc Natl Acad Sci U S A.

[39] Jin CZY (2011). Proteomic analysis of cold stress responses in tobacco seedlings. Afr J Biotechnol.

[40] Zhang Z, Huang R (2010). Enhanced tolerance to freezing in tobacco and tomato overexpressing transcription factor TERF2/LeERF2 is modulated by ethylene biosynthesis. Plant Mol Biol.

[41] Fumagalli M, Vieira FG, Linderoth T, Nielsen R (2014). ngsTools: methods for population genetics analyses from next-generation sequencing data. Bioinformatics.

[42] Grabherr MG, Haas BJ, Yassour M, Levin JZ, Thompson DA, Amit I, Adiconis X, Fan L, Raychowdhury R, Zeng Q (2011). Full-length transcriptome assembly from RNA-Seq data without a reference genome. Nat Biotechnol.

[43] UniProt C (2015). UniProt: a hub for protein information. Nucleic Acids Res.

[44] Islamaj Dogan R, Kim S, Chatr-Aryamontri A, Chang CS, Oughtred R, Rust J, Wilbur WJ, Comeau DC, Dolinski K, Tyers M (2017). The BioC-BioGRID corpus: full text articles annotated for curation of protein-protein and genetic interactions. Database (Oxford).

[45] Hermjakob H, Montecchi-Palazzi L, Lewington C, Mudali S, Kerrien S, Orchard S, Vingron M, Roechert B, Roepstorff P, Valencia A (2004). IntAct: an open source molecular interaction database. Nucleic Acids Res.

[46] Boue S, Talikka M, Westra JW, Hayes W, Di Fabio A, Park J, Schlage WK, Sewer A, Fields B, Ansari S (2015). Causal biological network database: a comprehensive platform of causal biological network models focused on the pulmonary and vascular systems. Database (Oxford).

[47] Xenarios I, Salwinski L, Duan XJ, Higney P, Kim SM, Eisenberg D (2002). DIP, the database of interacting proteins: a research tool for studying cellular networks of protein interactions. Nucleic Acids Res.

[48] Chatr-aryamontri A, Ceol A, Palazzi LM, Nardelli G, Schneider MV, Castagnoli L, Cesareni G (2007). MINT: the molecular INTeraction database. Nucleic Acids Res.

[49] Goel R, Harsha HC, Pandey A, Prasad TS (2012). Human protein reference database and human Proteinpedia as resources for phosphoproteome analysis. Mol BioSyst.

[50] Mewes HW, Frishman D, Mayer KF, Munsterkotter M, Noubibou O, Pagel P, Rattei T, Oesterheld M, Ruepp A, Stumpflen V (2006). MIPS: analysis and annotation of proteins from whole genomes in 2005. Nucleic Acids Res.

[51] Lamesch P, Berardini TZ, Li D, Swarbreck D, Wilks C, Sasidharan R, Muller R, Dreher K, Alexander DL, Garcia-Hernandez M (2012). The Arabidopsis information resource (TAIR): improved gene annotation and new tools. Nucleic Acids Res.

[52] Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, Amin N, Schwikowski B, Ideker T (2003). Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res.

[53] Mount DW (2007). Using the basic local alignment search tool (BLAST). CSH Protoc.

[54] Langmead B, Salzberg SL (2012). Fast gapped-read alignment with bowtie 2. Nat Methods.

[55] Li B, Dewey CN (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics.

[56] Mitchell A, Chang HY, Daugherty L, Fraser M, Hunter S, Lopez R, McAnulla C, McMenamin C, Nuka G, Pesseat S (2015). The InterPro protein families database: the classification resource after 15 years. Nucleic Acids Res.

[57] Chen H, Chen X, Chen D, Li J, Zhang Y, Wang A (2015). A comparison of the low temperature transcriptomes of two tomato genotypes that differ in freezing tolerance: *Solanum lycopersicum* and *Solanum habrochaites*. BMC Plant Biol.

[58] Mousavi S, Alisoltani A, Shiran B, Fallahi H, Ebrahimie E, Imani A, Houshmand S (2014). De novo transcriptome assembly and comparative analysis of differentially expressed genes in *Prunus dulcis* mill. In response to freezing stress. PLoS One.

[59] Miura K, Tada Y (2014). Regulation of water, salinity, and cold stress responses by salicylic acid. Front Plant Sci.

[60] Catala R, Lopez-Cobollo R, Mar Castellano M, Angosto T, Alonso JM, Ecker JR, Salinas J (2014). The Arabidopsis 14-3-3 protein RARE COLD INDUCIBLE 1A links low-temperature response and ethylene biosynthesis to regulate freezing tolerance and cold acclimation. Plant Cell.

[61] Shi Y, Tian S, Hou L, Huang X, Zhang X, Guo H, Yang S (2012). Ethylene signaling negatively regulates freezing tolerance by repressing expression of CBF and type-a ARR genes in Arabidopsis. Plant Cell.

[62] Ciardi JA, Deikman J, Orzolek MD (1997). Increased ethylene synthesis enhances chilling tolerance in tomato. Physiol Plant.

[63] Scott IM, Clarke SM, Wood JE, Mur LA (2004). Salicylate accumulation inhibits growth at chilling temperature in Arabidopsis. Plant Physiol.

[64] Wan SB, Tian L, Tian RR, Pan QH, Zhan JC, Wen PF, Chen JY, Zhang P, Wang W, Huang WD (2009). Involvement of phospholipase D in the low temperature acclimation-induced thermotolerance in grape berry. Plant Physiol Biochem.

[65] Bowling SA, Clarke JD, Liu Y, Klessig DF, Dong X (1997). The cpr5 mutant of Arabidopsis expresses both NPR1-dependent and NPR1-independent resistance. Plant Cell.

[66] Rate DN, Cuenca JV, Bowman GR, Guttman DS, Greenberg JT (1999). The gain-of-function Arabidopsis acd6 mutant reveals novel regulation and function of the salicylic acid signaling pathway in controlling cell death, defenses, and cell growth. Plant Cell.

[67] Lee J, Nam J, Park HC, Na G, Miura K, Jin JB, Yoo CY, Baek D, Kim DH, Jeong JC (2007). Salicylic acid-mediated innate immunity in Arabidopsis is regulated by SIZ1 SUMO E3 ligase. Plant J.

[68] Yuan S, Lin HH (2008). Role of salicylic acid in plant abiotic stress. Z Naturforsch C.

# Supplementary material for: Integrated transcriptomics and metabolomics analysis to characterize cold stress responses in Nicotiana tabacum
**Source:** BMC Genomics. 2017 Jun 29;18:496. doi: 10.1186/s12864-017-3871-7
**Supplement:** Supplementary file 1 — The expression levels for cold responsive genes ICE1 under cold treatment. 1: 2 h control; 2: 2 h treatment; 3: 6 h control; 4: 6 h treatment; 5: 12 h control; 6: 12 h treatment; 7: 1d control; 8: 1d treatment; 9: 2d control; 10: 2d treatment; 11: 3d control; 12: 3d treatment; 13: 4d control; 14: 4d treatment. Figure S2. Gene classification based on gene ontology (GO) for differentially expressed genes by cold up-regulated (induced) gene and cold down-regulated (repressed) gene. Blue color represents enriched GO terms by cold induced genes; Red color represents enriched GO terms by cold repressed genes. Figure S3. Gene classification based on gene ontology (GO) for differentially expressed genes (DEGs) of CB-1 and K326. Blue color represents the enriched GO terms based on DEGs of CB-1. Red color represents the enriched GO terms based on DEGs of K326. Figure S4. Boxplot for levels of secondary metabolites in CC, CT, KC and KT. Figure S5. Visualization of the final gene-metabolite network. Blue color represents genes; Red color represents secondary metabolites; cyan color represents primary metabolites. Figure S6. Visualization of interaction networks of sugar metabolites and identified secondary metabolites. (A) The interaction networks of sugar metabolites and associated genes. (B) The interaction networks of identified secondary metabolites and associated genes. Table S1. Primer sequences used for qRT-PCR analysis. Table S2. The detailed expression levels for known cold responsive genes and DREB family genes. Table S3. The number of up-regulated, down-regulated and unchanged genes for ethylene biosynthesis family.

## Slide 1
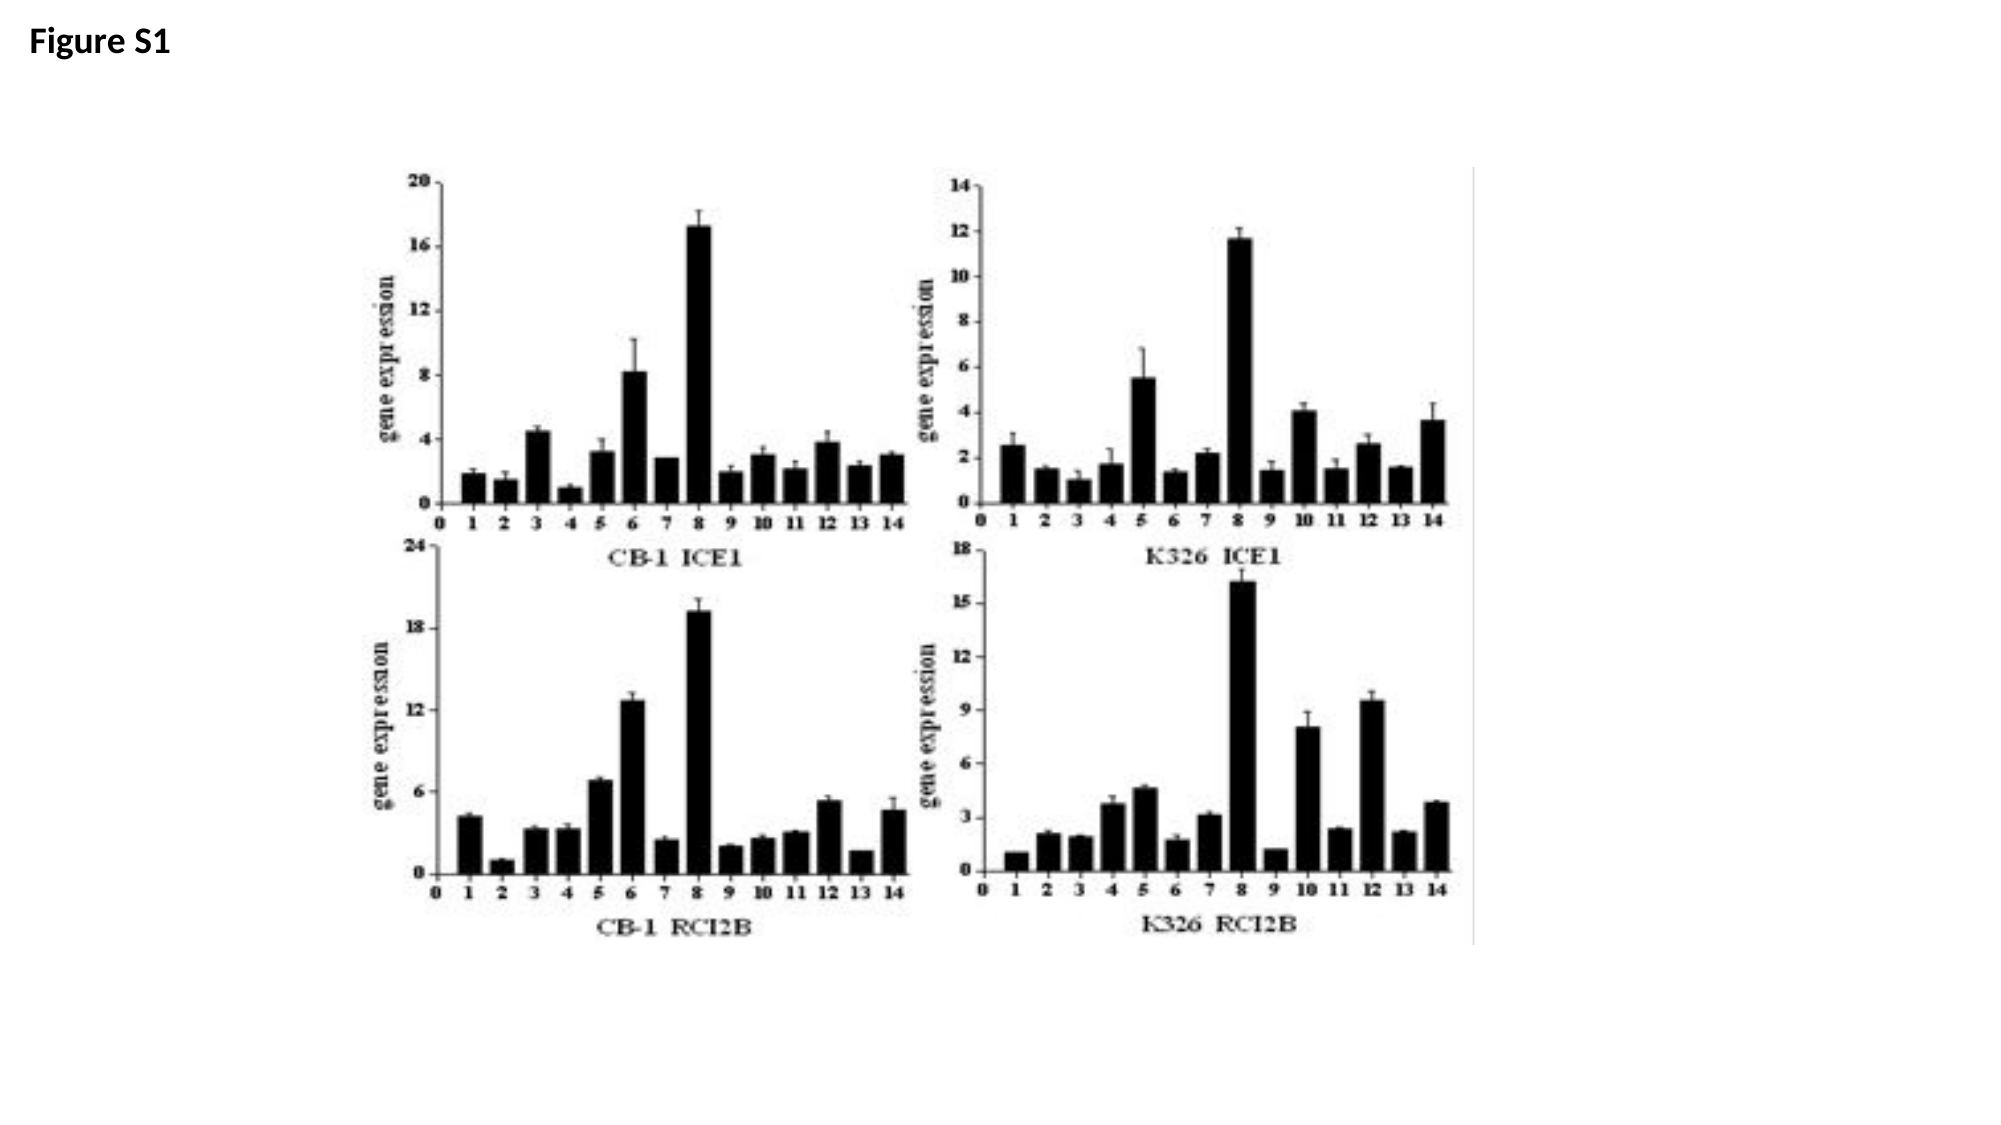

Figure S1

## Slide 2
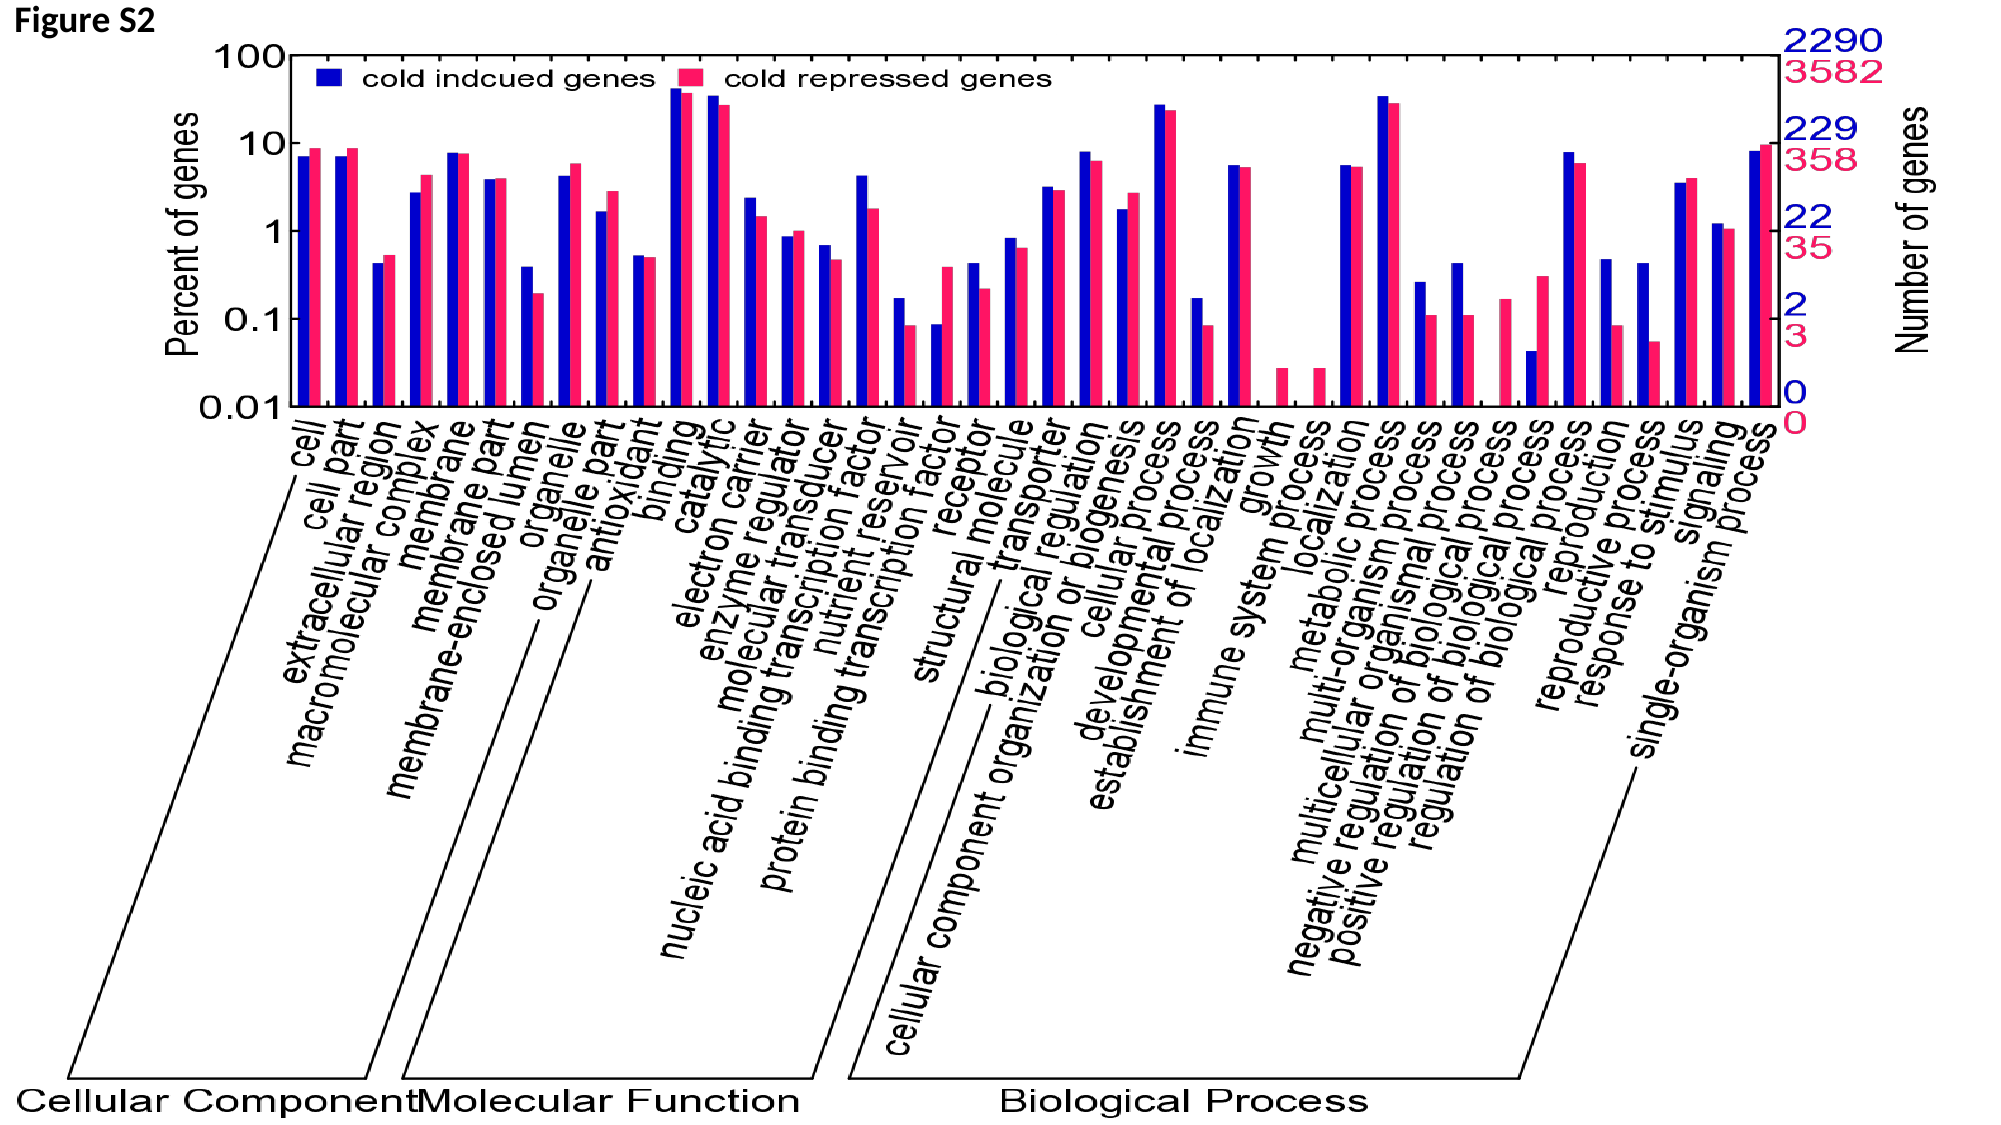

Figure S2

## Slide 3
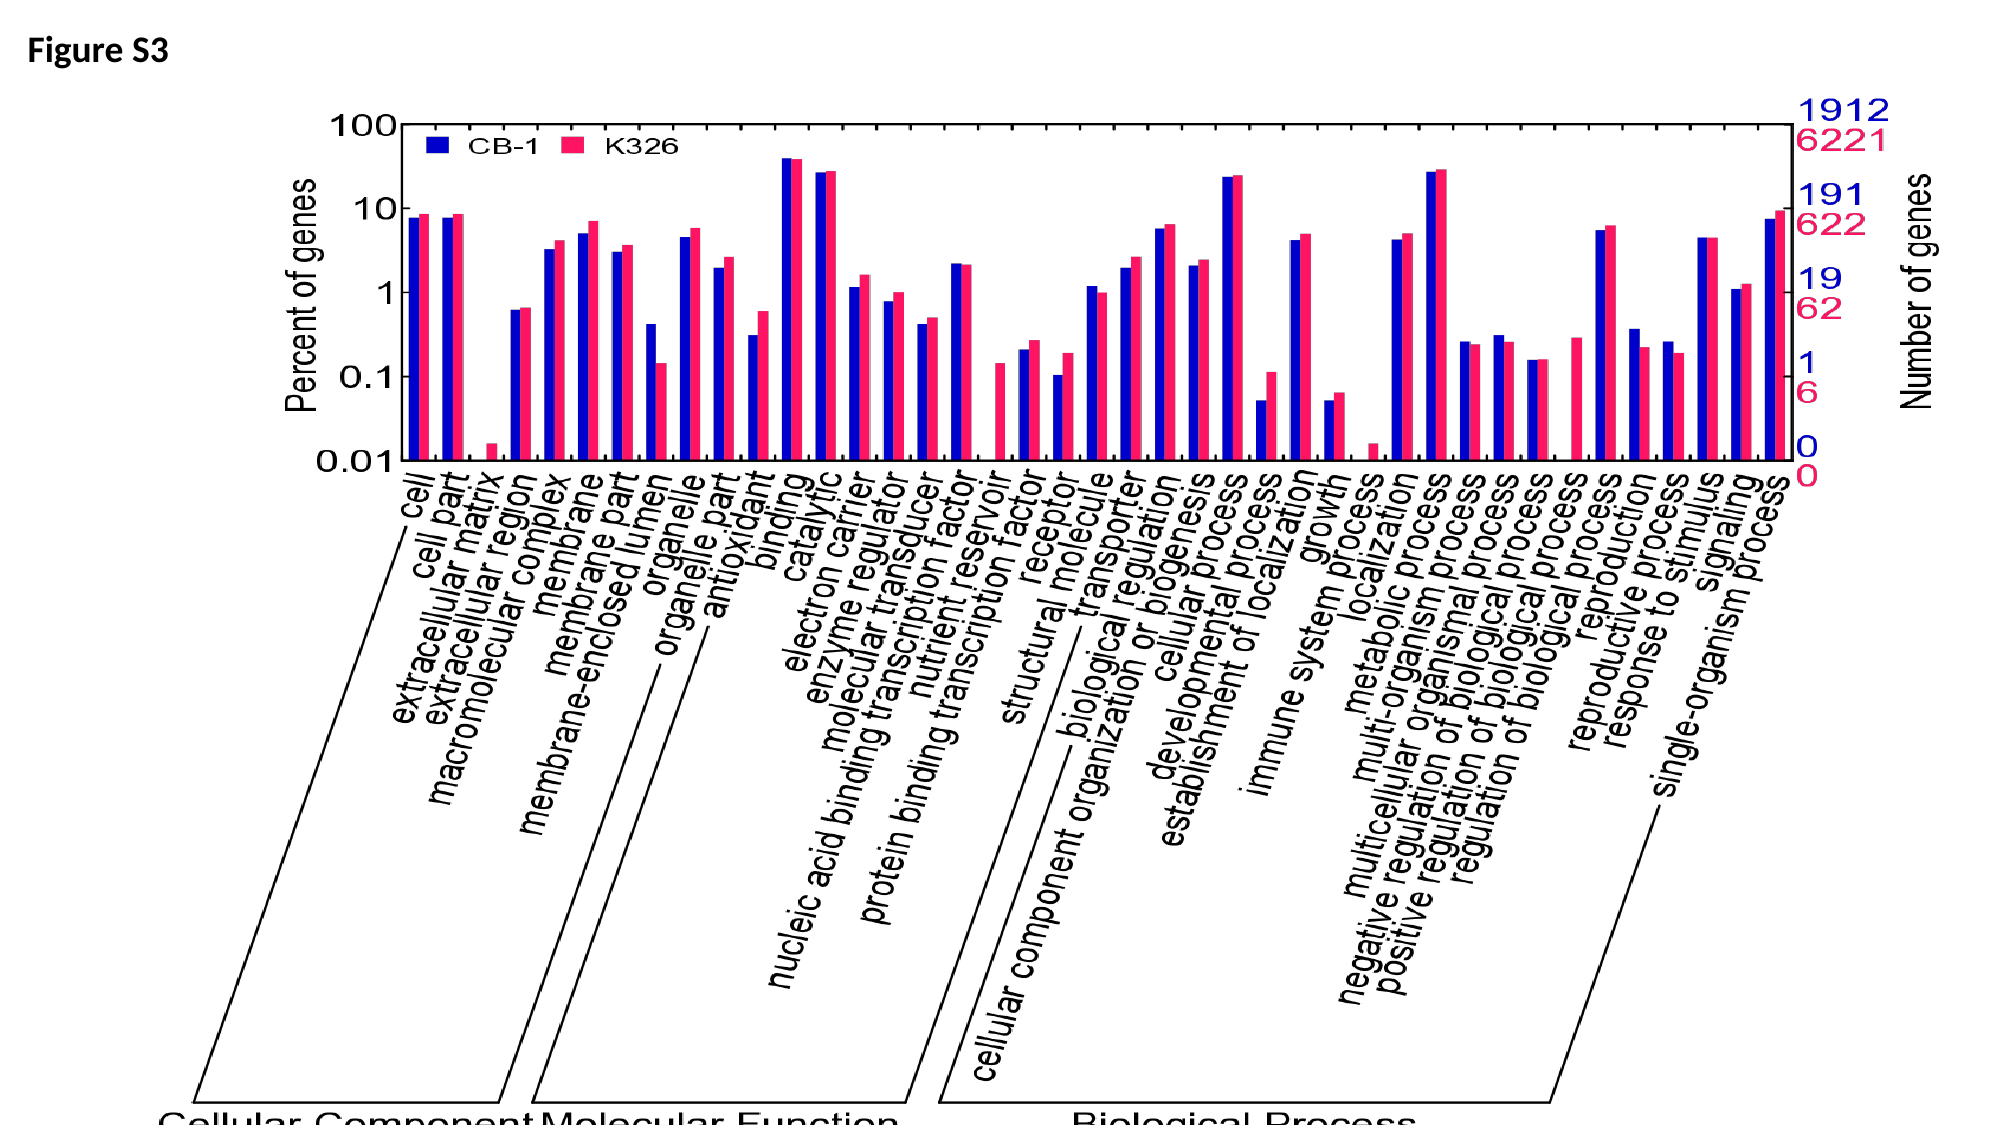

Figure S3

## Slide 4
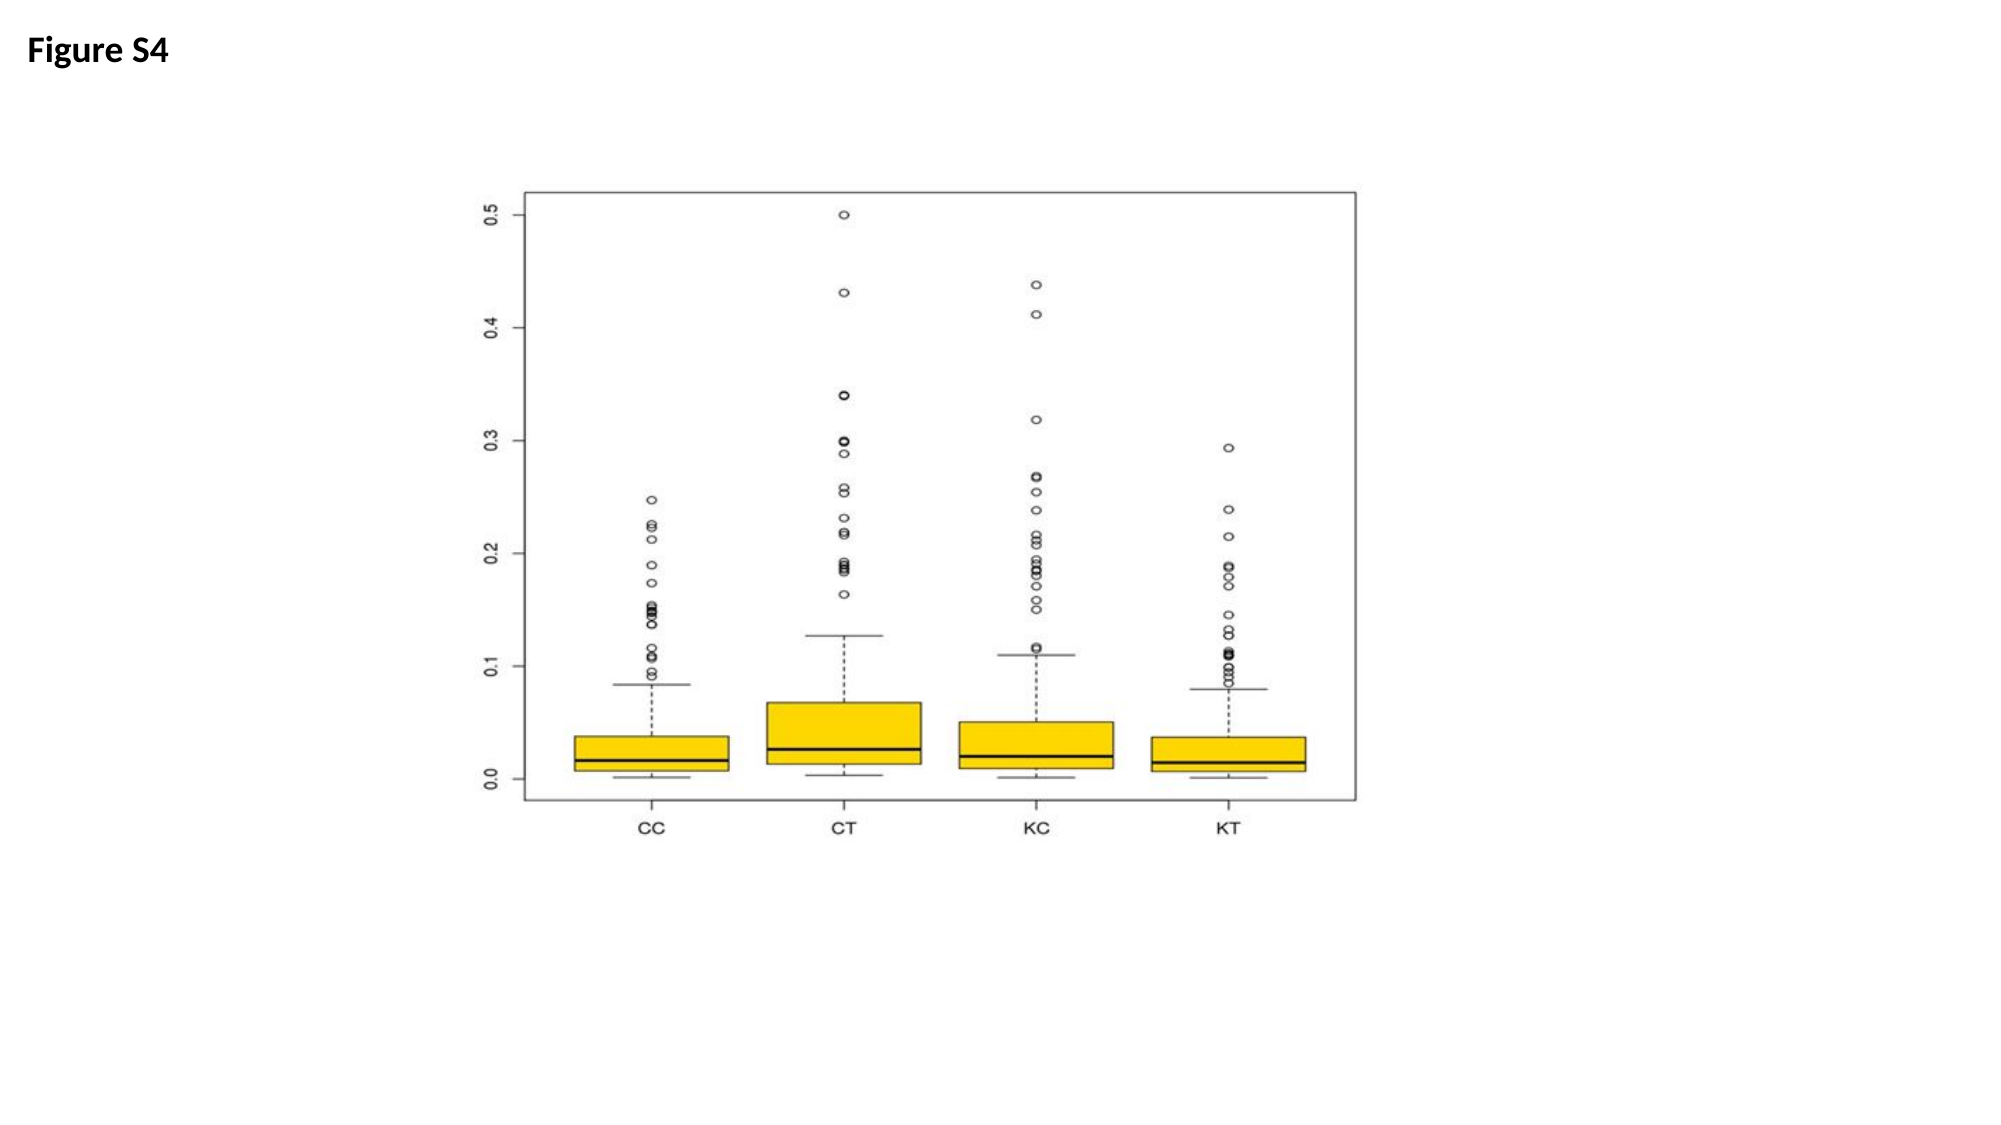

Figure S4

## Slide 5
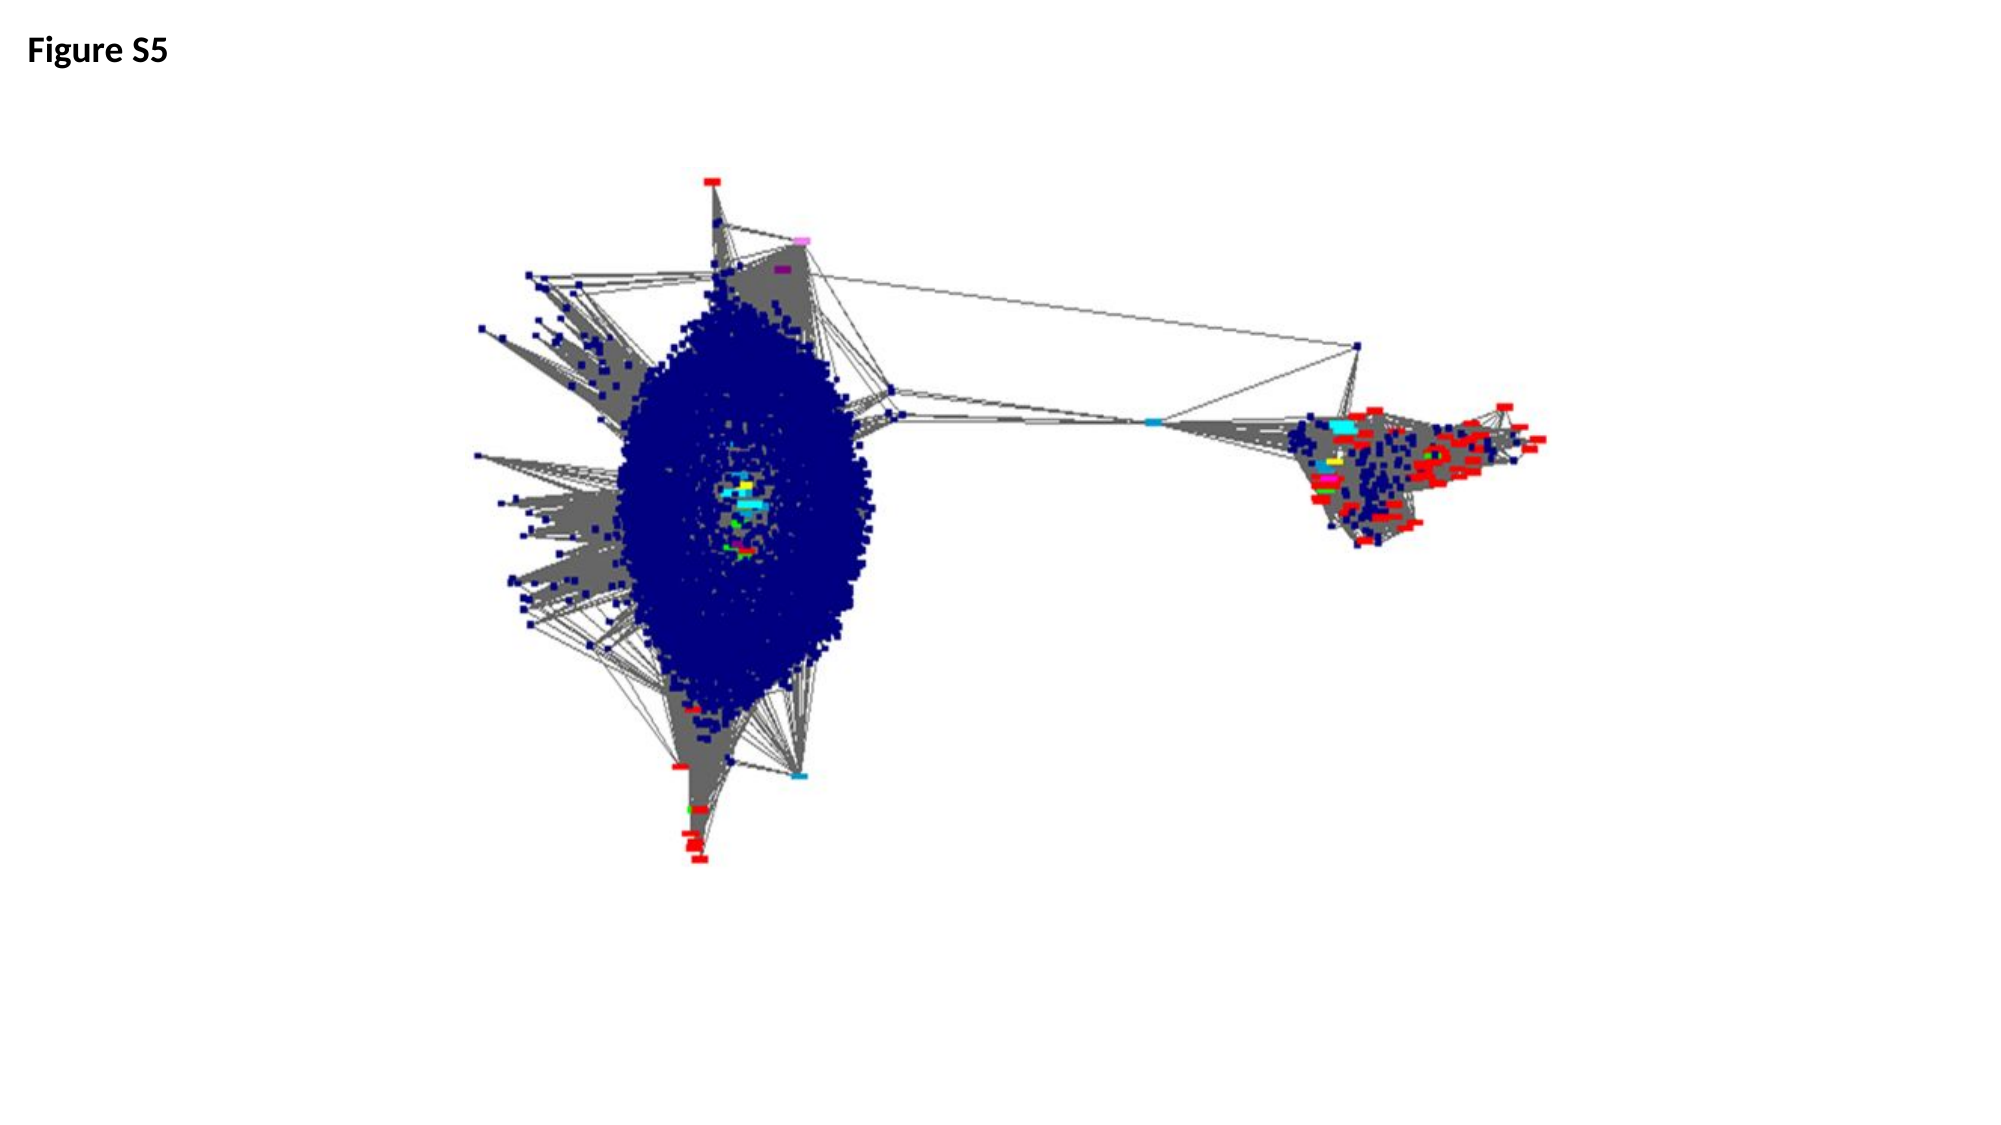

Figure S5

## Slide 6
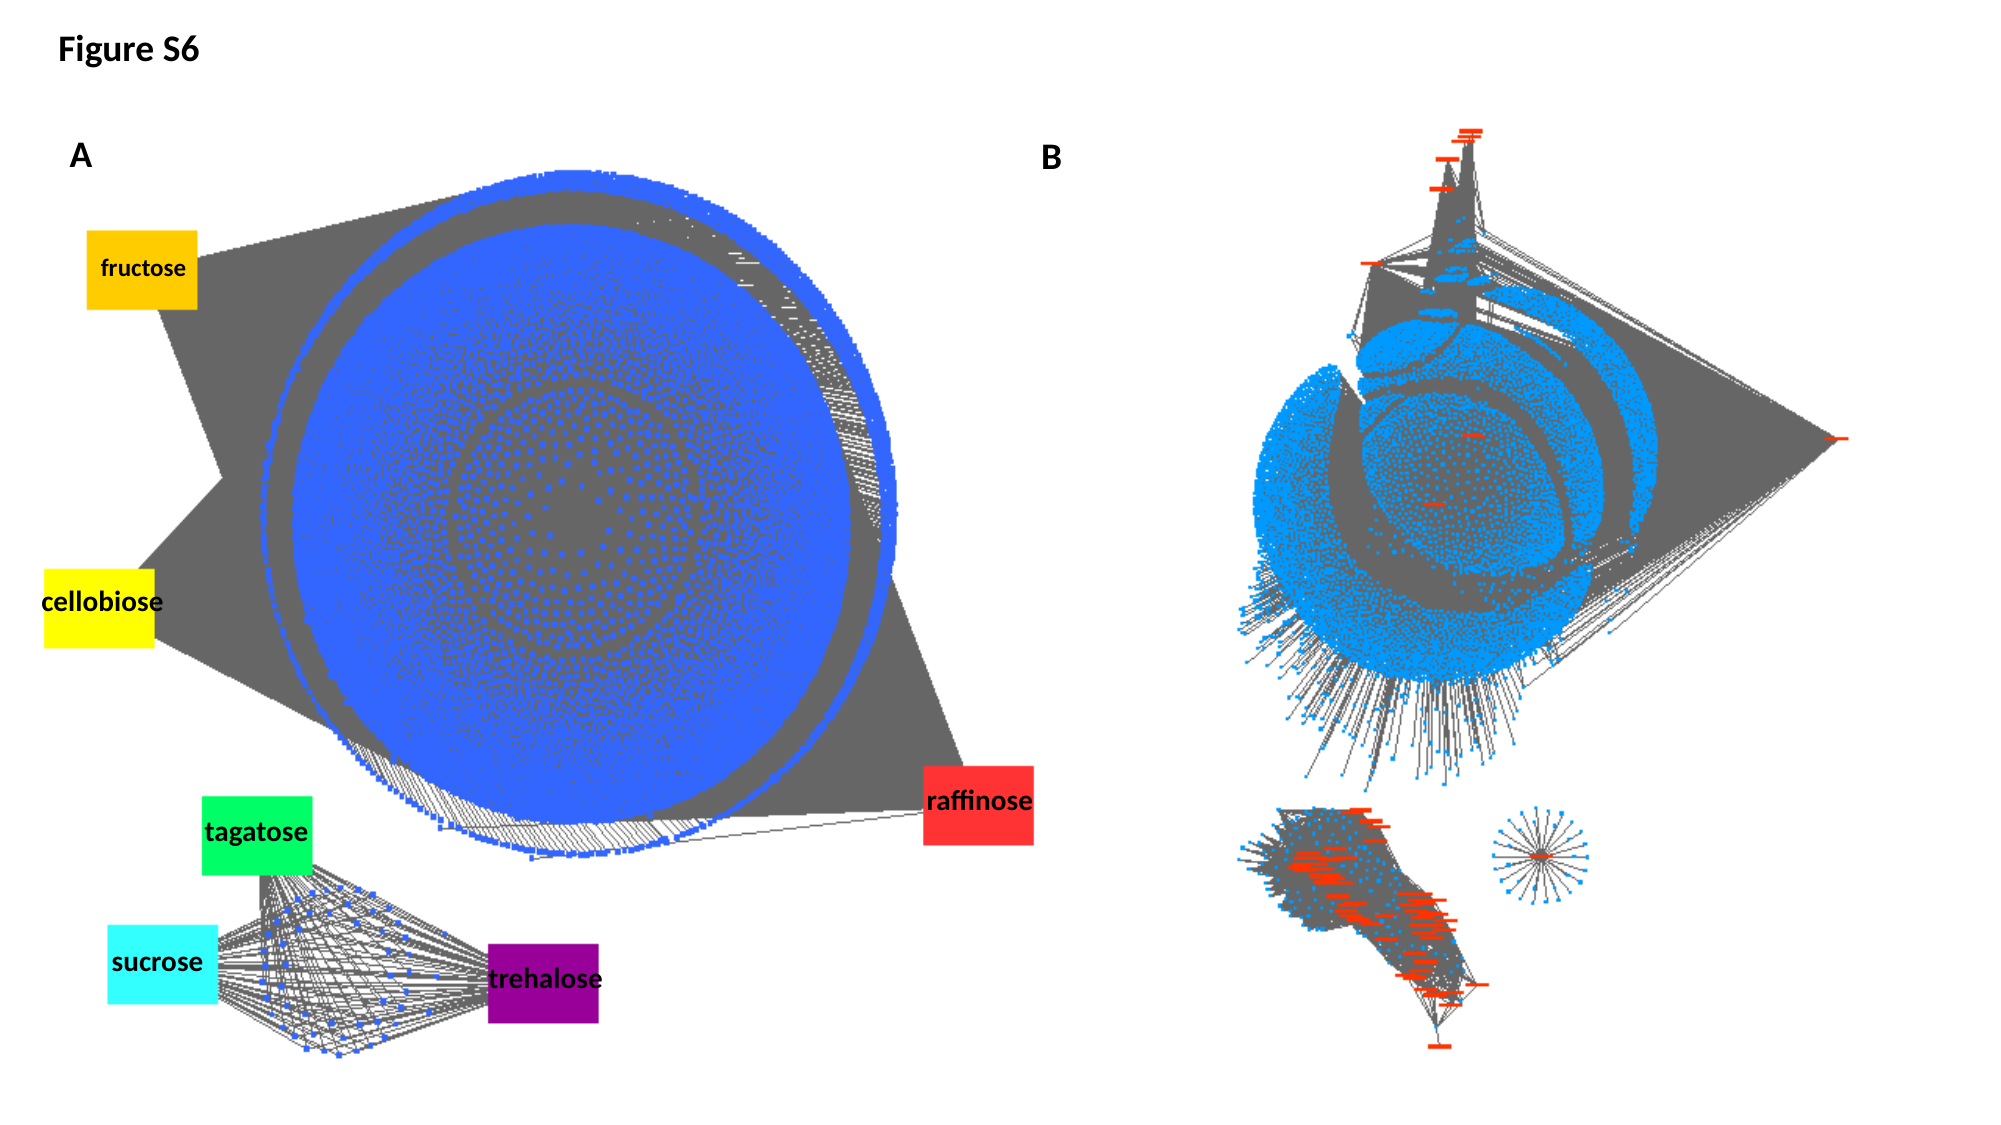

Figure S6
A
B
fructose
cellobiose
raffinose
tagatose
sucrose
trehalose

## Slide 7
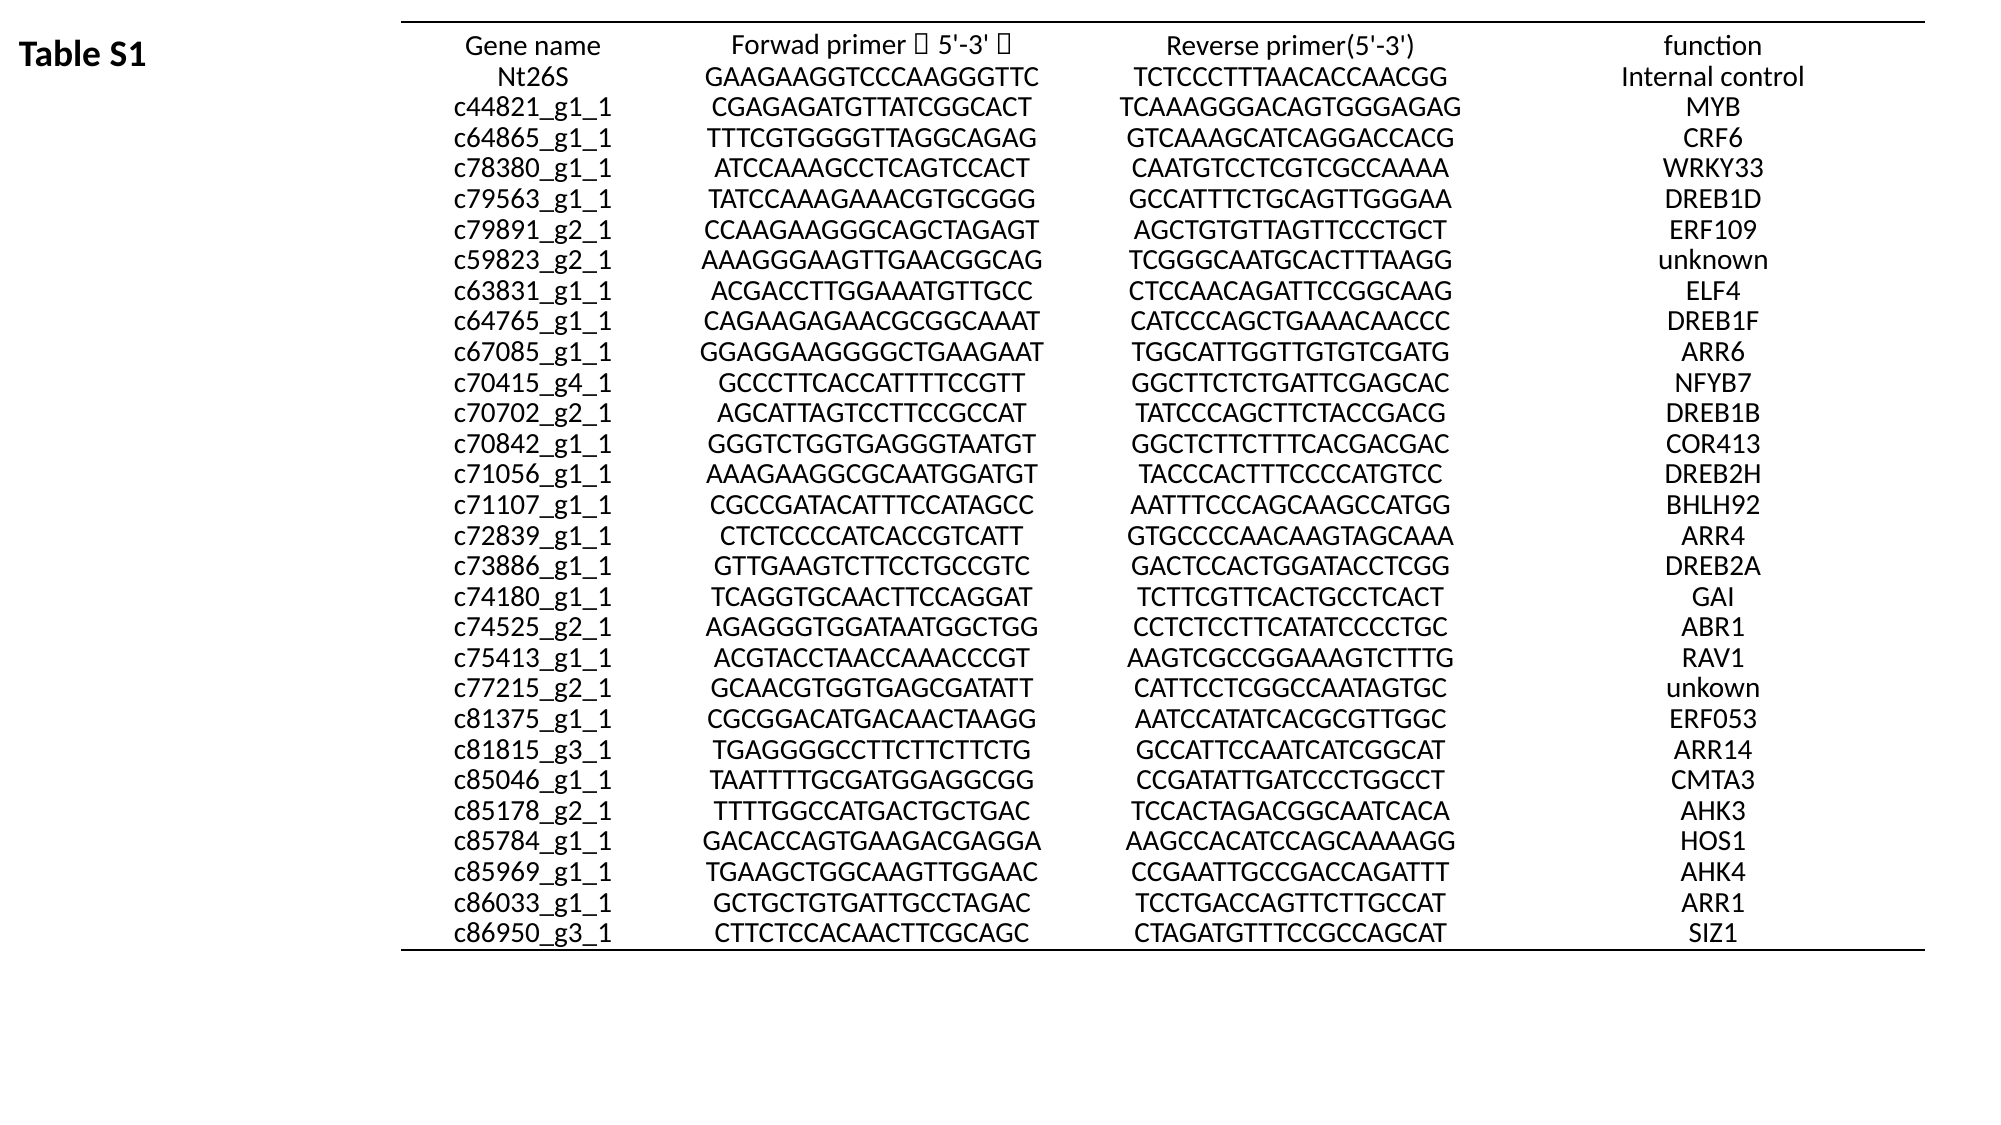

Table S1
| Gene name | Forwad primer（5'-3'） | Reverse primer(5'-3') | function |
| --- | --- | --- | --- |
| Nt26S | GAAGAAGGTCCCAAGGGTTC | TCTCCCTTTAACACCAACGG | Internal control |
| c44821\_g1\_1 | CGAGAGATGTTATCGGCACT | TCAAAGGGACAGTGGGAGAG | MYB |
| c64865\_g1\_1 | TTTCGTGGGGTTAGGCAGAG | GTCAAAGCATCAGGACCACG | CRF6 |
| c78380\_g1\_1 | ATCCAAAGCCTCAGTCCACT | CAATGTCCTCGTCGCCAAAA | WRKY33 |
| c79563\_g1\_1 | TATCCAAAGAAACGTGCGGG | GCCATTTCTGCAGTTGGGAA | DREB1D |
| c79891\_g2\_1 | CCAAGAAGGGCAGCTAGAGT | AGCTGTGTTAGTTCCCTGCT | ERF109 |
| c59823\_g2\_1 | AAAGGGAAGTTGAACGGCAG | TCGGGCAATGCACTTTAAGG | unknown |
| c63831\_g1\_1 | ACGACCTTGGAAATGTTGCC | CTCCAACAGATTCCGGCAAG | ELF4 |
| c64765\_g1\_1 | CAGAAGAGAACGCGGCAAAT | CATCCCAGCTGAAACAACCC | DREB1F |
| c67085\_g1\_1 | GGAGGAAGGGGCTGAAGAAT | TGGCATTGGTTGTGTCGATG | ARR6 |
| c70415\_g4\_1 | GCCCTTCACCATTTTCCGTT | GGCTTCTCTGATTCGAGCAC | NFYB7 |
| c70702\_g2\_1 | AGCATTAGTCCTTCCGCCAT | TATCCCAGCTTCTACCGACG | DREB1B |
| c70842\_g1\_1 | GGGTCTGGTGAGGGTAATGT | GGCTCTTCTTTCACGACGAC | COR413 |
| c71056\_g1\_1 | AAAGAAGGCGCAATGGATGT | TACCCACTTTCCCCATGTCC | DREB2H |
| c71107\_g1\_1 | CGCCGATACATTTCCATAGCC | AATTTCCCAGCAAGCCATGG | BHLH92 |
| c72839\_g1\_1 | CTCTCCCCATCACCGTCATT | GTGCCCCAACAAGTAGCAAA | ARR4 |
| c73886\_g1\_1 | GTTGAAGTCTTCCTGCCGTC | GACTCCACTGGATACCTCGG | DREB2A |
| c74180\_g1\_1 | TCAGGTGCAACTTCCAGGAT | TCTTCGTTCACTGCCTCACT | GAI |
| c74525\_g2\_1 | AGAGGGTGGATAATGGCTGG | CCTCTCCTTCATATCCCCTGC | ABR1 |
| c75413\_g1\_1 | ACGTACCTAACCAAACCCGT | AAGTCGCCGGAAAGTCTTTG | RAV1 |
| c77215\_g2\_1 | GCAACGTGGTGAGCGATATT | CATTCCTCGGCCAATAGTGC | unkown |
| c81375\_g1\_1 | CGCGGACATGACAACTAAGG | AATCCATATCACGCGTTGGC | ERF053 |
| c81815\_g3\_1 | TGAGGGGCCTTCTTCTTCTG | GCCATTCCAATCATCGGCAT | ARR14 |
| c85046\_g1\_1 | TAATTTTGCGATGGAGGCGG | CCGATATTGATCCCTGGCCT | CMTA3 |
| c85178\_g2\_1 | TTTTGGCCATGACTGCTGAC | TCCACTAGACGGCAATCACA | AHK3 |
| c85784\_g1\_1 | GACACCAGTGAAGACGAGGA | AAGCCACATCCAGCAAAAGG | HOS1 |
| c85969\_g1\_1 | TGAAGCTGGCAAGTTGGAAC | CCGAATTGCCGACCAGATTT | AHK4 |
| c86033\_g1\_1 | GCTGCTGTGATTGCCTAGAC | TCCTGACCAGTTCTTGCCAT | ARR1 |
| c86950\_g3\_1 | CTTCTCCACAACTTCGCAGC | CTAGATGTTTCCGCCAGCAT | SIZ1 |

## Slide 8
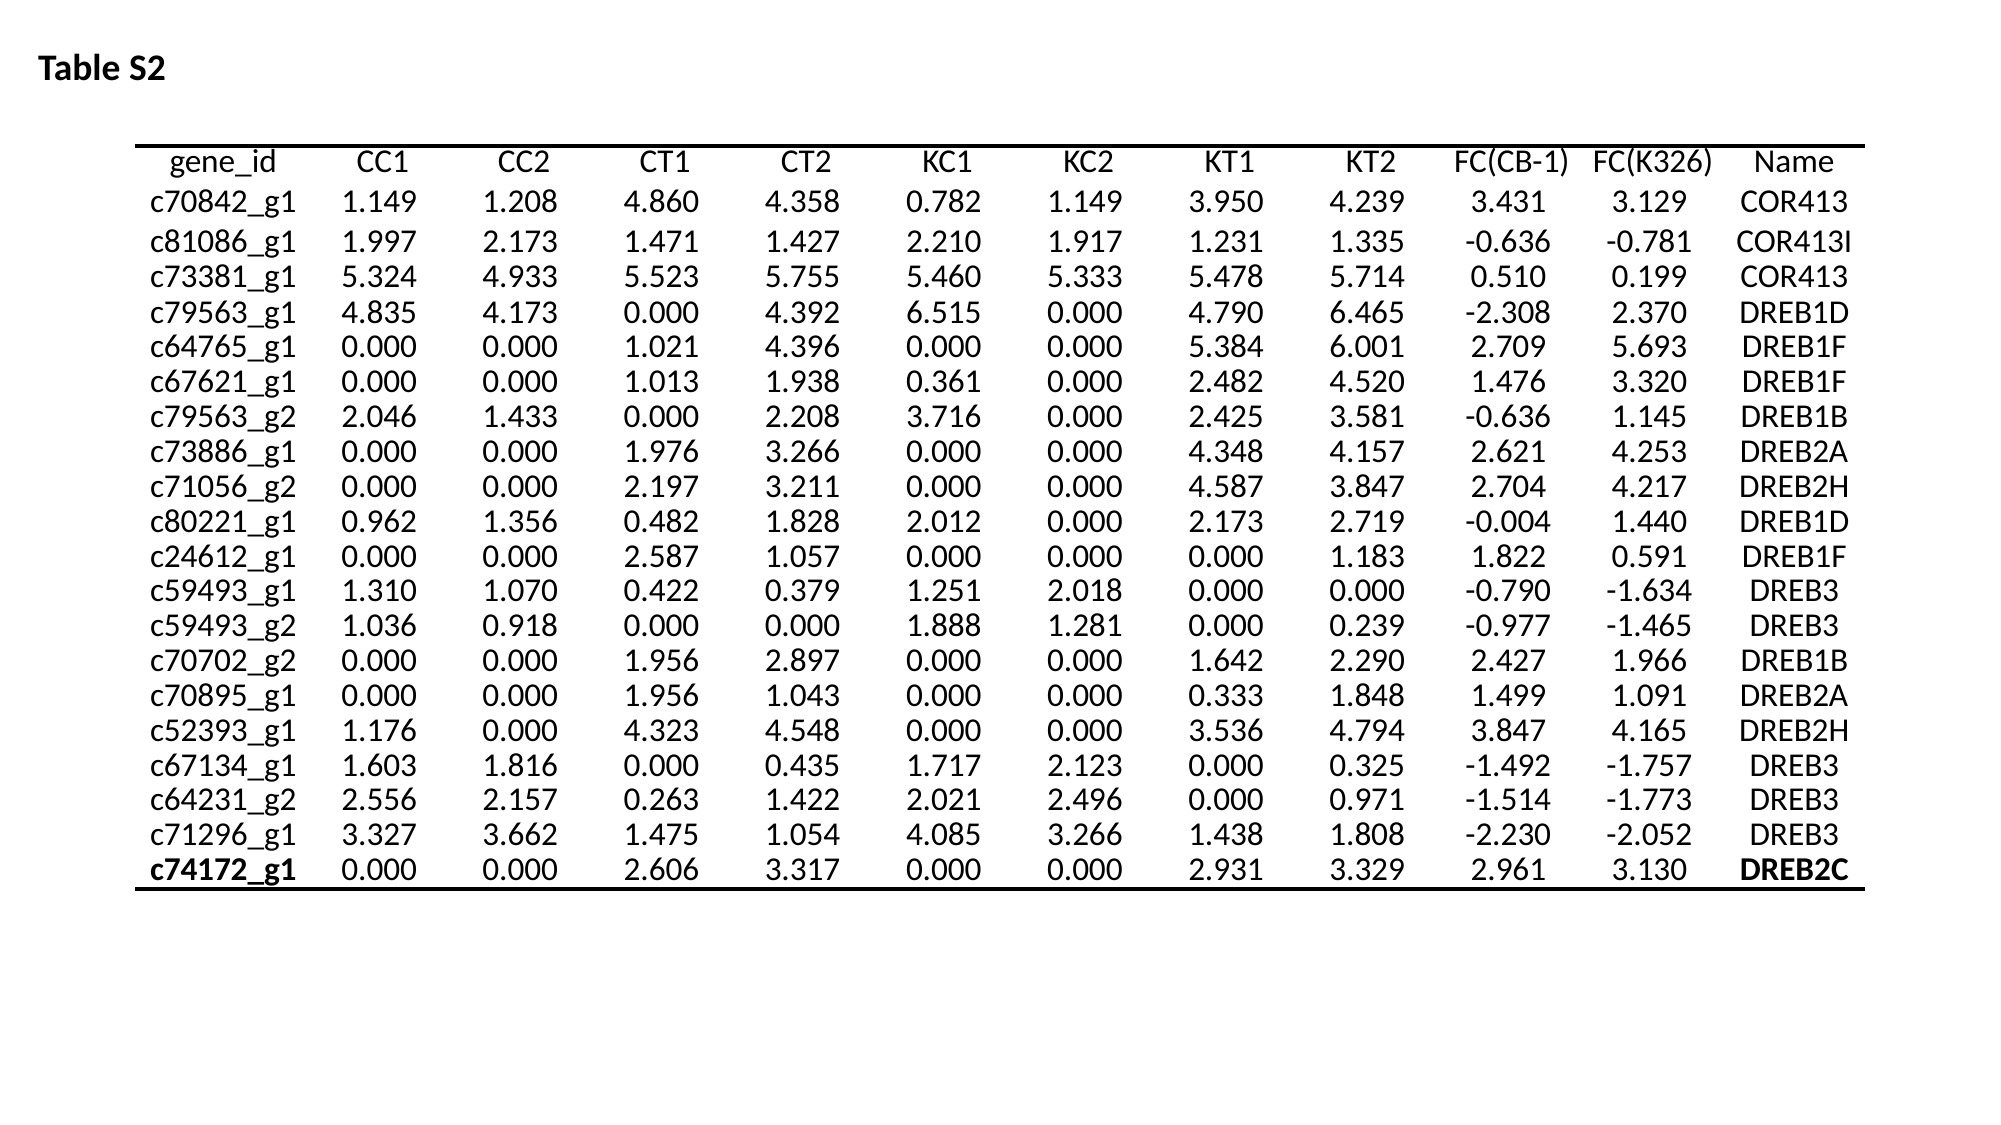

Table S2
| gene\_id | CC1 | CC2 | CT1 | CT2 | KC1 | KC2 | KT1 | KT2 | FC(CB-1) | FC(K326) | Name |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| c70842\_g1 | 1.149 | 1.208 | 4.860 | 4.358 | 0.782 | 1.149 | 3.950 | 4.239 | 3.431 | 3.129 | COR413 |
| c81086\_g1 | 1.997 | 2.173 | 1.471 | 1.427 | 2.210 | 1.917 | 1.231 | 1.335 | -0.636 | -0.781 | COR413I |
| c73381\_g1 | 5.324 | 4.933 | 5.523 | 5.755 | 5.460 | 5.333 | 5.478 | 5.714 | 0.510 | 0.199 | COR413 |
| c79563\_g1 | 4.835 | 4.173 | 0.000 | 4.392 | 6.515 | 0.000 | 4.790 | 6.465 | -2.308 | 2.370 | DREB1D |
| c64765\_g1 | 0.000 | 0.000 | 1.021 | 4.396 | 0.000 | 0.000 | 5.384 | 6.001 | 2.709 | 5.693 | DREB1F |
| c67621\_g1 | 0.000 | 0.000 | 1.013 | 1.938 | 0.361 | 0.000 | 2.482 | 4.520 | 1.476 | 3.320 | DREB1F |
| c79563\_g2 | 2.046 | 1.433 | 0.000 | 2.208 | 3.716 | 0.000 | 2.425 | 3.581 | -0.636 | 1.145 | DREB1B |
| c73886\_g1 | 0.000 | 0.000 | 1.976 | 3.266 | 0.000 | 0.000 | 4.348 | 4.157 | 2.621 | 4.253 | DREB2A |
| c71056\_g2 | 0.000 | 0.000 | 2.197 | 3.211 | 0.000 | 0.000 | 4.587 | 3.847 | 2.704 | 4.217 | DREB2H |
| c80221\_g1 | 0.962 | 1.356 | 0.482 | 1.828 | 2.012 | 0.000 | 2.173 | 2.719 | -0.004 | 1.440 | DREB1D |
| c24612\_g1 | 0.000 | 0.000 | 2.587 | 1.057 | 0.000 | 0.000 | 0.000 | 1.183 | 1.822 | 0.591 | DREB1F |
| c59493\_g1 | 1.310 | 1.070 | 0.422 | 0.379 | 1.251 | 2.018 | 0.000 | 0.000 | -0.790 | -1.634 | DREB3 |
| c59493\_g2 | 1.036 | 0.918 | 0.000 | 0.000 | 1.888 | 1.281 | 0.000 | 0.239 | -0.977 | -1.465 | DREB3 |
| c70702\_g2 | 0.000 | 0.000 | 1.956 | 2.897 | 0.000 | 0.000 | 1.642 | 2.290 | 2.427 | 1.966 | DREB1B |
| c70895\_g1 | 0.000 | 0.000 | 1.956 | 1.043 | 0.000 | 0.000 | 0.333 | 1.848 | 1.499 | 1.091 | DREB2A |
| c52393\_g1 | 1.176 | 0.000 | 4.323 | 4.548 | 0.000 | 0.000 | 3.536 | 4.794 | 3.847 | 4.165 | DREB2H |
| c67134\_g1 | 1.603 | 1.816 | 0.000 | 0.435 | 1.717 | 2.123 | 0.000 | 0.325 | -1.492 | -1.757 | DREB3 |
| c64231\_g2 | 2.556 | 2.157 | 0.263 | 1.422 | 2.021 | 2.496 | 0.000 | 0.971 | -1.514 | -1.773 | DREB3 |
| c71296\_g1 | 3.327 | 3.662 | 1.475 | 1.054 | 4.085 | 3.266 | 1.438 | 1.808 | -2.230 | -2.052 | DREB3 |
| c74172\_g1 | 0.000 | 0.000 | 2.606 | 3.317 | 0.000 | 0.000 | 2.931 | 3.329 | 2.961 | 3.130 | DREB2C |

## Slide 9
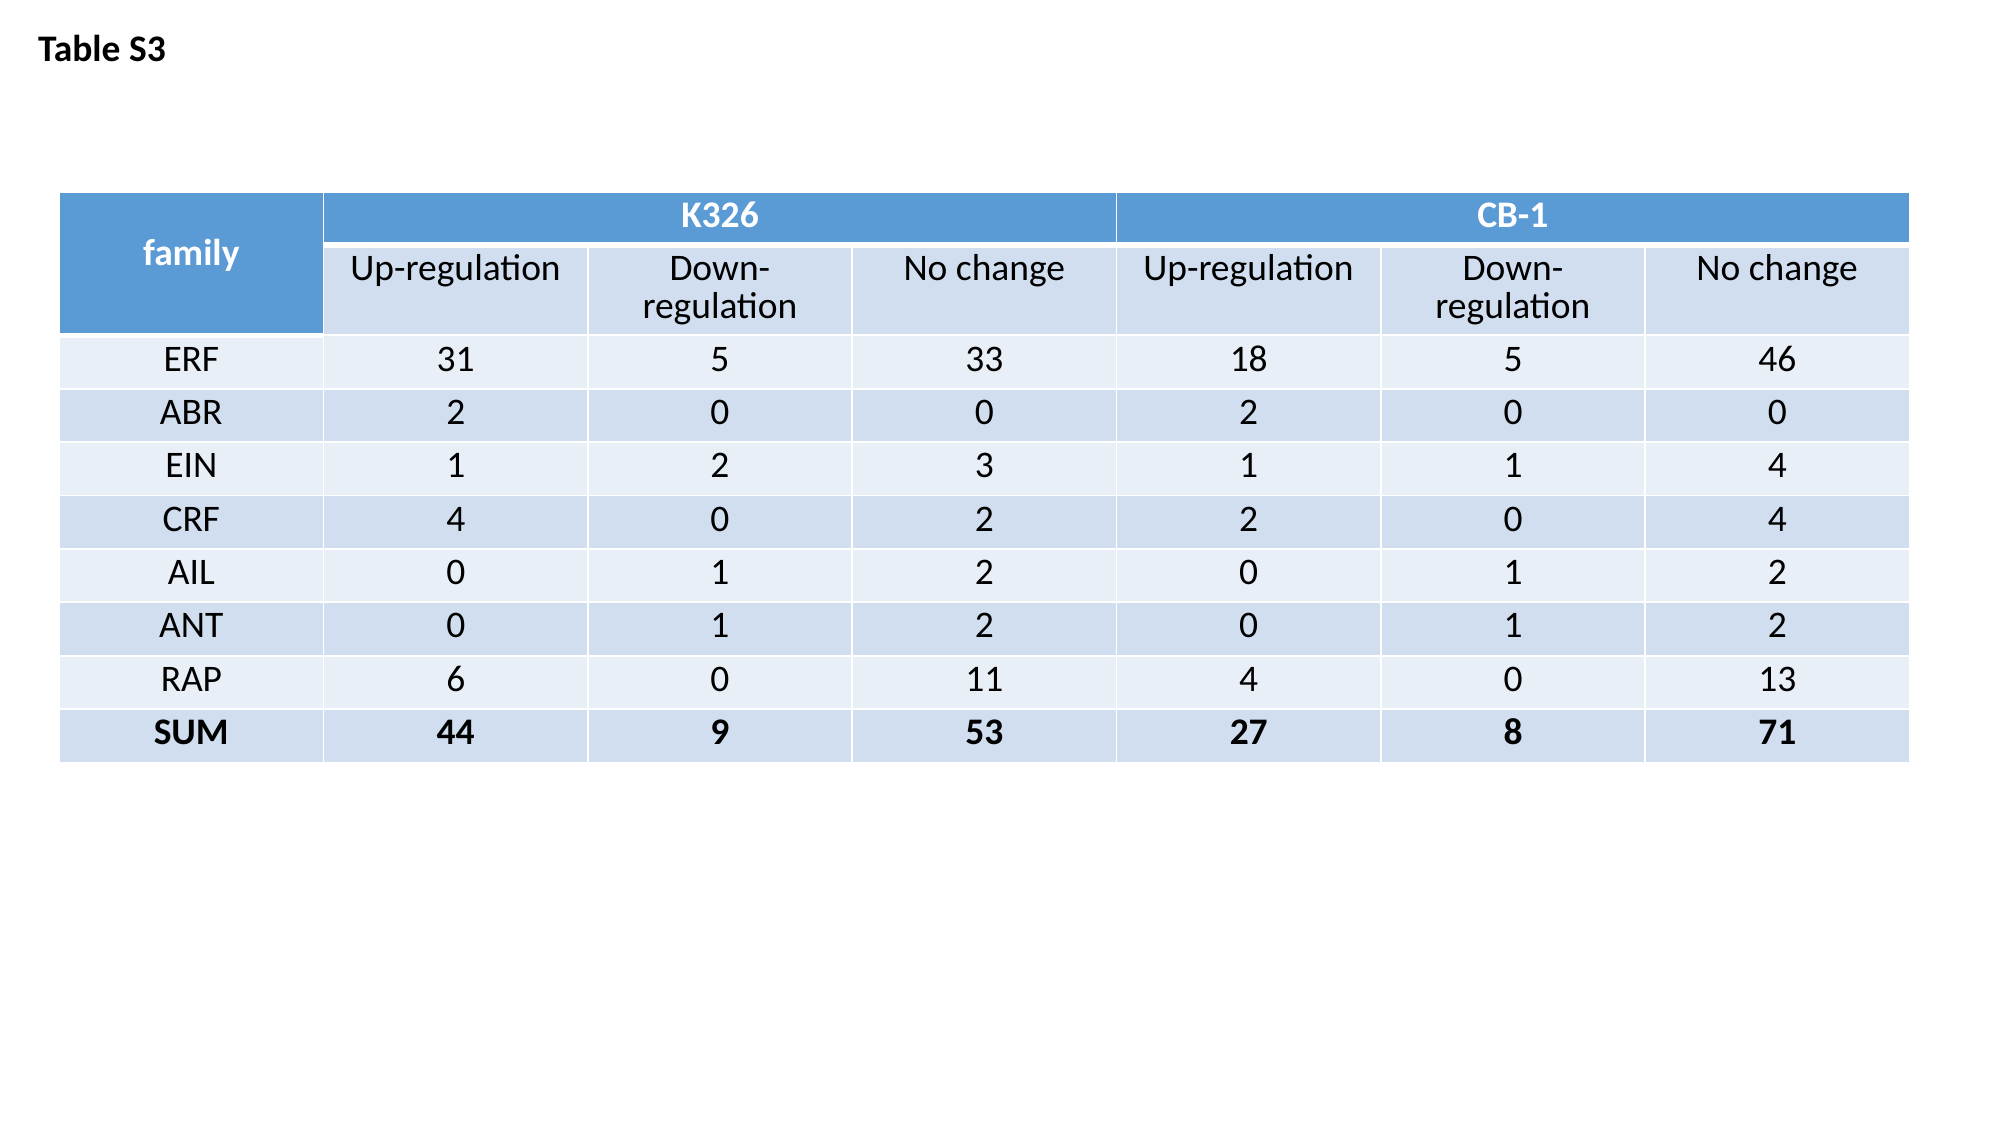

Table S3
| family | K326 | | | CB-1 | | |
| --- | --- | --- | --- | --- | --- | --- |
| | Up-regulation | Down-regulation | No change | Up-regulation | Down-regulation | No change |
| ERF | 31 | 5 | 33 | 18 | 5 | 46 |
| ABR | 2 | 0 | 0 | 2 | 0 | 0 |
| EIN | 1 | 2 | 3 | 1 | 1 | 4 |
| CRF | 4 | 0 | 2 | 2 | 0 | 4 |
| AIL | 0 | 1 | 2 | 0 | 1 | 2 |
| ANT | 0 | 1 | 2 | 0 | 1 | 2 |
| RAP | 6 | 0 | 11 | 4 | 0 | 13 |
| SUM | 44 | 9 | 53 | 27 | 8 | 71 |

How the deposited data were processed for this re-analysis (not part of the article)

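Leaves of the tobacco cultivars CB-1 and K326 were compared in 4 groups of 2 libraries, with and without 1 day at 4 °C. The authors kept reads above a quality threshold, assembled the reads of all libraries with Trinity, mapped them onto the unigenes with bowtie and estimated abundance with RSEM. They deposited the abundance of each unigene as log2 values of the form log2(value + 1), with 3 decimals and 1 column per library. The paper's text does not name the scaling of the value, and the table gives no counts, so the depth behind each value is unknown and no interval for counting error can be given. The precision of the values was therefore taken from the spread between replicate libraries, with a median residual SD of 0.304 on the log2 scale.

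The table was used as deposited. Unigenes with a value of at least 1 in at least 2 of the 8 libraries were tested with limma 3.58.1 in R 4.3.3, in one fit of the 4 group means with a trend of the variance along the mean. The comparisons were cold against control in each cultivar, the difference between these changes (the interaction contrast), and K326 against CB-1 in the control and in the cold libraries. P-values were adjusted by the Benjamini-Hochberg method over all unigenes tested, and for the lists of Table S2, Table 2 and Fig. 2 also over the list alone. The threshold was the paper's, an absolute log2 fold change over 1 and an adjusted p-value under 0.05. The paper's methods name a test of each comparison without moderation of the variance, and no filter on low values, and both were run as alternatives. Principal components were computed from centred log2 values. Tables were handled and figures drawn in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The test was tested on simulated data with known changes.

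The alternatives were a pseudocount of 0.1, all unigenes above 0 in any library, a value of at least 5 in 2 libraries, quantile normalization, median-ratio scaling, a fit of only the 2 groups compared, an unmoderated test, unadjusted p-values, the replicate number as a block, all 4 control libraries as one group, the exchange of CC2 and KC2 between the cultivars, and leaving out each library in turn. For the principal components they were also all unigenes tested and scaling to unit variance, and for the unigenes specific to the cold libraries of one cultivar a value of at least 5. Groups, tests and these alternatives were set before the data were examined, except that the first lines of the paper's supplementary expression sheet had been read and showed unigenes that split the control libraries across the cultivars. The exchange of CC2 and KC2 and the comparison of the control libraries were chosen on seeing those lines. Unigenes are named in the text if the paper names them by identifier. In each cultivar the 2 with the largest rise and the 2 with the largest fall are also named, among DEGs whose cold and control libraries did not overlap. Unigenes named outside this rule are marked as chosen after their values were seen.

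The qPCR measurements and the metabolites, which the deposited table does not hold, and the enrichment and network analyses are not analysed here. For the qPCR, the directions shown in Fig. 2 were read by eye. The primer pairs of Table S1 were not placed on a genome, since no reference genome was at hand. No unigene identifier of the table matched the reference gene table, so unigenes carry the names that the paper gives them.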

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

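The tests of explanations in this part were chosen after the results were seen.

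Unigenes seen in the cold libraries of one cultivar only had values in a control library labelled with the other cultivar, a signal that the paper does not report on. Unigenes were chosen from the cold libraries alone, with a value of at least 1 in both cold libraries of one cultivar and listed at 0 in both of the other. Of the 357 unigenes chosen as specific to CB-1 in the cold, 54.1% had a value above 0 in CC1 and 54.1% in KC2, against 15.7% in CC2 and 18.2% in KC1. Of the 399 chosen as specific to K326, 56.9% had a value in CC2 and 58.4% in KC1, against 17.8% in CC1 and 17.3% in KC2. The library labelled KC2 thus resembled the CB-1 cold libraries, and the library labelled CC2 the K326 cold libraries.

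Sequencing depth of the control libraries would move both sets in the same direction between the libraries of a cultivar. It is argued against, since from KC1 to KC2 the share of the CB-1 set rose by 35.9 percentage points and that of the K326 set fell by 41.1, a gap of 77.0, and from CC1 to CC2 the first fell by 38.4 and the second rose by 39.1. A technical batch without relation to the cultivar would affect both sets alike, but in KC2 the share of the CB-1 set exceeded that of the K326 set by 36.8 percentage points. Plants of both cultivars in each control library are argued against by 265 unigenes of both sets that had values in one crossed pair of control libraries and in no other control library. Labels of 2 control libraries exchanged between the cultivars may explain the pattern: 123 unigenes of the CB-1 set had values in CC1 and KC2 and in no other control library, against 1 in CC1 and CC2 only. A split of the control libraries into CC1 with KC2 and CC2 with KC1 gave 667 unigenes past the threshold (limma with Benjamini-Hochberg adjustment), while the split by label gave 0 (551 at an unadjusted p-value under 0.05) and the third split also gave 0 (627 unadjusted). A batch that parts both the control and the cold libraries cannot be told apart from such an exchange, because 110 unigenes with values in CC2, KC1, KT1 and KT2 only would result from either. If the cold libraries carry the right labels, CC2 and KC2 would be the exchanged pair, since CC1 and KC1 resembled the cold libraries of their own label. The values cannot settle whether the labels of the cold libraries are right, nor whether the sets mark cultivars, since the table gives no genotype. The unigene c74158_g1, annotated as the ribosome biogenesis protein NSA2 and chosen after its values were seen, had log2 values of 5.01 and 2.47 in CC1 and CC2, 2.43 and 5.20 in KC1 and KC2, 4.81 and 5.08 in CT1 and CT2, and 2.41 and 2.31 in KT1 and KT2.

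In a comparison of the response of the cultivars, 15 unigenes passed the threshold in opposite directions (limma with Benjamini-Hochberg adjustment), with every cold library on opposite sides of its controls in CB-1 and in K326. The test of the difference itself gave adjusted p-values of at least 0.154 for them, so the difference was not shown. Values near the lower limit of the table stay open as a cause, because 8 of the 15 unigenes had both libraries of a group listed at 0. With CC2 and KC2 exchanged, 13 unigenes passed in opposite directions, of which 1 was among the 15. Because the 15 were chosen under the labelled controls, this does not decide on exchanged labels, which stay open. A difference between the cultivars in their response to cold stays open and was not tested apart from this.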

How the results depend on the processing

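The alternatives listed with the processing were applied one at a time, and a list of alternatives added after the values were seen is given at the end. The numbers of DEGs in CB-1, in K326 and in both stayed within 1.5 times the main counts under a pseudocount of 0.1 (12138, 12791 and 9440), all unigenes above 0 (8155, 8720 and 5828), quantile normalization (10395, 10314 and 7295), median-ratio scaling (9844, 9784 and 6886), a fit of 2 groups (9066, 9555 and 5788), unadjusted p-values (11526, 11894 and 8255), one group of controls (11493, 11451 and 8773) and the exchange of CC2 and KC2 (11183, 11029 and 7848). With the replicate number as a replicate block they were 10066, 10616 and 7289. The replicate numbers did not pair control with cold libraries within a cultivar. There the correlation of deviations from the group mean was −0.0362 in CB-1 and 0.00414 in K326. Between the cultivars it was 0.0157 for the cold libraries and −0.376 for the control libraries, where the replicate numbers were thus crossed.

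With a value of at least 5 in 2 libraries, fewer unigenes were tested, and the DEGs numbered 5519 in CB-1, 5982 in K326 and 4708 in both. Of the first 2 lists, 5366 and 5831 were also DEGs in the main lists. Unigenes changed more than 2-fold numbered 6321 and 6671 in place of 13169 and 13470, and 7 unigenes of Table S2 passed in K326. Across the 4 fits that each left out 1 library, the 2-fold counts ranged from 12753 to 14575 in CB-1 and from 13172 to 14854 in K326.

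The unmoderated test gave 1854 DEGs in CB-1, 1859 in K326 and 403 in both, of which 1806 and 1790 were in the main lists of the cultivars. It gave 142 unigenes whose response differed between the cultivars, and 29 that differed in the cold. Of Table S2, 0 unigenes passed in CB-1 and 2 in K326. Among the transcription factors, 6 passed in CB-1 and 7 in K326. Of the unigenes in Fig. 2, 3 passed in CB-1 and 4 in K326. The test draws its spread from each unigene alone, and the cause was not tested.

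The number of unigenes whose response differed between the cultivars was 0, and 2262 at an unadjusted p-value. It was 30 with CC2 and KC2 exchanged. With one group of controls the contrast equals the difference between the cold libraries, so the 820 unigenes it gave differ in the cold, not in their response. A fit of 2 groups gives no value of its own for the response. The difference between the libraries labelled K326 and CB-1 control was 0, 551 at an unadjusted p-value and 667 with the exchange. The 129 unigenes that differed in the cold became 225 with quantile normalization, 295 with median-ratio scaling and 2472 at an unadjusted p-value. They became 820 with one group of controls and 1096 with CC2 and KC2 exchanged, both added to this comparison after the values were seen. They became 0 with all unigenes above 0, with the filter at 5, with a fit of 2 groups and with the replicate block; the cause was not tested.

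The share of shared DEGs that changed more in K326 was 47.3% with one group of controls, and from 44.3% to 61.3% across the 8 fits that each left out 1 library; it was 47.4% without CT2. The share of variance on the first component was 87.7% with all unigenes above 0, 87.8% with the filter at 5, 69.3% over all unigenes tested and 79.3% after scaling, and from 83.3% to 87.5% with 1 library left out. In Table S2, 14 unigenes passed in CB-1 with a pseudocount of 0.1 and 14 with one group of controls. With a value of at least 5 in the cold libraries, the unigenes specific to CB-1 had a value in 97.6% of cases in CC1, 9.52% in CC2, 9.52% in KC1 and 97.6% in KC2. Those specific to K326 had one in 7.94%, 88.9%, 84.1% and 11.1%. The cause of these moves was not tested.

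For the 23 unigenes named by the paper or by rule, 46 changes were computed under 10 settings, and of the 460 values 426 kept direction and side of the threshold, 31 were weaker, 2 were stronger and 0 were reversed, and 1 became 0 (c70415_g4 in K326 with CC2 and KC2 exchanged). With 1 library left out, 2 of 184 values changed sign, c79563_g1 in K326 without KC2 (−0.89) and c79891_g2 in CB-1 without CT2 (−0.74), and 1 became 0, c70415_g4 in K326 without KC2. Added after the values were seen were the fold change alone on all unigenes, given with the differences from the paper, and a replicate block with the K326 control numbers crossed, which gave 0 unigenes that differed between the control libraries. Without counts, the depth behind a value is unknown, which limits the calls on unigenes with low values.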

Differences from the paper's values

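The paper gives 7447 up-regulated DEGs in CB-1, against 4927 past the threshold here (limma with Benjamini-Hochberg adjustment). Of the alternatives set before the data were examined, a pseudocount of 0.1 (5559), quantile normalization (5195), median-ratio scaling (5695), unadjusted p-values (5433) and one group of controls (5284) came within 1.5 times of the paper's count. The other alternatives, which were all unigenes above 0, the filter at 5, a fit of 2 groups, the unmoderated test, the replicate block and the exchange of CC2 and KC2, did not.

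For DEGs in CB-1 only, the paper gives 3401 up-regulated and 1976 down-regulated, against 1632 and 1264 here. None of the alternatives set before the data were examined came within 1.5 times of the first. A pseudocount of 0.1 (1337), quantile normalization (1505), a fit of 2 groups (1617), unadjusted p-values (1419) and the exchange of CC2 and KC2 (1771) did so for the second, and the other alternatives did not. For DEGs in K326 only, the paper gives 2352 and 3040, against 1393 and 1943. Median-ratio scaling (1667) and a fit of 2 groups (1575) came within 1.5 times of the up-regulated count, and a pseudocount of 0.1 (2189), a fit of 2 groups (2192) and unadjusted p-values (2130) of the down-regulated one, while the other alternatives did not.

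A log2 fold change of at least 1 on all unigenes, without a p-value, gave 7448 and 7145 DEGs in CB-1 and 6399 and 8211 in K326, up and down, of which 4047 and 5170 were shared. In one cultivar only it gave 3401 and 1975 for CB-1 and 2352 and 3041 for K326. This setting was chosen after the values were seen. A planned count of unigenes changed by over 2-fold, among all above 0 in any library, was 14557 in CB-1 and 14598 in K326.

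The paper states that RNA-seq and qPCR showed the same general trends. Of the 46 changes that Fig. 2 marks with a star, read by eye, 36 had the same direction in the deposited values and 10 the opposite one, 6 in CB-1 and 4 in K326. For c79563_g1, the example that the paper names, the log2 fold change was −2.31 in CB-1 and the figure shows a rise. This fall was not detectable (adjusted p = 0.449, limma with Benjamini-Hochberg adjustment). In K326 its log2 fold change was 2.37 (adjusted p = 0.429 in the same test), and the figure shows a rise there too. For c70842_g1 the log2 fold change was 3.43 in CB-1 and the figure shows a fall.

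The paper states that known cold related genes such as the DREB genes were induced to a higher level in K326. The change was more positive in K326 for 10 of the 20 unigenes of Table S2 (13 with CC2 and KC2 exchanged) and larger in size for 14. The 20 include 6 that fell in both cultivars, which do not bear on induction. By the sign of the change alone, 12 DREB unigenes rose in K326, of which 9 had a more positive change there. Of the 11 unigenes that rose in both cultivars by sign, 6 rose more in K326. For 0 of the 20 did the difference between the cultivars pass the threshold (2 at an unadjusted p-value under 0.05). Table 2 lists c64765_g1 among the up-regulated genes of both cultivars. In CB-1 it passed the threshold with a pseudocount of 0.1 and with one group of controls, and not in the main analysis.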

Other observations

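The tests in this part were chosen after the results were seen.

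Of the 12 DREB unigenes of Table S2 that rose in K326, 10 were lower in CT1 than in CT2 (median difference −0.98), and 10 were lower in KT1 than in KT2 (median −0.90). A weaker cold response of CT1 as a whole is argued against by a median of CT1 minus CT2 of 0.10 over the DEGs that rose in both cultivars. Of 10000 random lists of unigenes matched on their mean value, 0% had a median of CT1 minus CT2 as low. The random lists hold unrelated unigenes, while the 12 share a family and may vary together between replicates. The lists therefore cannot exclude ordinary spread between replicates. That other unigenes of this level were not as low argues against shallow sequencing of CT1, which would lower them in that library. Whether the sampling of plants differed between replicates was not tested.

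Libraries with more reads had fewer unigenes above 0, with a Pearson correlation of −0.803 over the 8 libraries (exact permutation p = 0.0151, adjusted p = 0.0301 for 4 tests by Benjamini-Hochberg). Spearman's coefficient was −0.619 (adjusted p = 0.115). For unigenes with a value of at least 1, the coefficients were −0.849 (adjusted p = 0.0301) and −0.762 (adjusted p = 0.0490). Without CT1 and CT2, the Pearson correlation of the unigenes above 0 was −0.754 (p = 0.0750). In 3 of the 4 groups the deeper library had fewer unigenes above 0. No biological explanation was tested.

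In the paper's sheet of pathways titled as enriched for the DEGs of both cultivars, Ribosome has 24 unigenes against 80.1 expected by the sheet's own counts. In the sheet for CB-1 it has 9 against 27.3, and in that for K326 41 against 82.2. These values are the paper's. Of the 177, 36 and 137 pathways in these sheets, 42, 13 and 27 hold fewer unigenes than expected.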
